# Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation

**DOI:** 10.1038/s41598-022-24051-6

**Published:** 2022-11-19

**Authors:** Sunita Chopra, Uma Shankavaram, Michelle Bylicky, Juan Dalo, Kevin Scott, Molykutty J. Aryankalayil, C. Norman Coleman

**Keywords:** Predictive markers, Non-coding RNAs, Transcriptomics, Predictive markers

## Abstract

Recent and past research have highlighted the importance of the endothelium in the manifestation of radiation injury. Our primary focus is on medical triage and management following whole body or partial-body irradiation. Here we investigated the usability of endothelial cells’ radiation response for biodosimetry applications. We profiled the transcriptome in cultured human endothelial cells treated with increasing doses of X-rays. mRNA expression changes were useful 24 h and 72 h post-radiation, microRNA and lncRNA expression changes were useful 72 h after radiation. More mRNA expressions were repressed than induced while more miRNA and lncRNA expressions were induced than repressed. These novel observations imply distinct radiation responsive regulatory mechanisms for coding and non-coding transcripts. It also follows how different RNA species should be explored as biomarkers for different time-points. Radiation-responsive markers which could classify no radiation (i.e., ‘0 Gy’) and dose-differentiating markers were also predicted. IPA analysis showed growth arrest-related processes at 24 h but immune response coordination at the 72 h post-radiation. Collectively, these observations suggest that endothelial cells have a precise dose and time-dependent response to radiation. Further studies in the laboratory are examining if these differences could be captured in the extracellular vesicles released by irradiated endothelial cells.

## Introduction

Understanding the radiation response in the context of normal tissue is important in two ways. First, injury to adjacent normal tissue during cancer radiotherapy may be responsible for post-therapy complications and, second, normal tissue and life-threatening radiation injuries may occur during accidental or intentional full-body or partial-body radiation exposures from an industrial disaster or a terrorist incident. Recent research has shown that endothelial cell damage is one of the underlying causes of both early and late effects of radiation in normal tissue^1,2^. For instance, radiation-induced complications have been extensively observed in the heart and its major blood vessels^3–6^. Endothelial cell damage has been proposed to underlie these complications^7–9^ which include atherosclerosis and other cardiovascular diseases such as coronary artery disease, carotid artery disease, peripheral artery disease and ischemic stroke^10^. Endothelial cell damage was also observed in response to low-dose radiation in the mouse retinas^11^. Radiation-induced kidney toxicity included damage to endothelial cells^12^. A recent study showed radiation induced endothelial cell decrease in rat kidneys in response to 13 Gy X-rays. This vascular regression depended on increased miR-34a and repression of its target, Jagged^13^. Radiation-induced intestinal injury has also been observed to be endothelium dependent^14–16^. Fliedner et al. studied the 110 patients of accidental whole body radiation injury from 1945 to 2000^17^. They concluded that the radiation syndrome was multi-organ with vascular endothelial damage underlying all the recorded injuries^17^.

Radiation oncologists and radiation biology investigators have long been aware of the centrality of the endothelial damage in the appearance of normal tissue toxicity^2^, and attempts have been made to understand the underlying mechanisms of radiation effects on endothelium. The current mechanistic understanding of radiation effects on endothelium has been collated by Venkatesulu et al., 2018^18^ and Wijerathne et al., 2021^19^. P53 and sphingomyelin ceramide apoptotic pathways are activated in response to radiation in endothelial cells^18^. Paris et al., 2001 showed how endothelial cell apoptosis is the primary injury leading to stem cell loss and crypt erosion in radiation-induced gastrointestinal syndrome in mice^16^ and that this apoptosis was governed by acid sphingomyelinase gene and could be rescued by basic Fibroblast Growth Factor^16^. Chronic endothelial cell senescence involving PI3K/mTOR pathway and senescence associated secretory phenotype (SASP) could also be observed depending on the cell-type, cellular context, radiation dose and dose rate^18^. It was also established decades ago that different caliber blood vessels also displayed differential radiosensitivity^20^. Endothelial barrier function is compromised directly by apoptosis and indirectly by changes in trans-membrane potential differences and permeability changes^21^.

Few studies have explored the transcriptional landscape of endothelial cells in response to radiation. We have previously shown that immune and stress response pathways were dysregulated in irradiated coronary artery endothelial cells with multi-fractionated regimen eliciting stronger response compared to single dose radiation in the 24 h post irradiation^22^. Persistent changes in cell cycle and inflammation pathways in human coronary artery cells after radiation were also observed by Baselet et al^23^. Himburg et. al. found that bone marrow derived endothelial cells respond to 5 Gy radiation with an altered gene expression signature 24 h post-radiation but changes normalized by 14 days^24^. microRNA expression changes have also been previously studied where several miRNAs were found to be downregulated in response to radiation^25^. Alterations in the glycome of endothelial cells were also observed in response to radiation^26^. Several other studies have looked at transcriptional and other molecular responses of the endothelium to radiation using human umbilical vein endothelial cells^27–29^. In an elegant study published by Morilla et al. in 2021, authors dissected out multi-omics comprising miRnome, transcriptome, proteome and metabolome to identify consistent changes evolving over time in response to radiation^30^. The group identified alterations in angiogenesis in addition to DNA damage response, apoptosis, senescence, immune-response and fibrosis^30^. Radiation induced senescence signature with Interleukin-1 signaling pathway playing a key role was recently identified in cultured endothelial cells^31^. Bone marrow derived endothelial cells were investigated for transcriptional changes in response to 5 Gy total body irradiation (TBI) in mice and the group found that the effect peaked at 24 h but by 14 days post-radiation most changes had resolved^24,32^.

Our laboratory is interested in the endothelial cell response as a component of molecular-targeted adaptive radiotherapy^17,33^. We have expanded our research to the endothelium as a target for the whole-body irradiation and radiation medical countermeasures as did other groups as reported by Satyamitra from an NIAID workshop^22,34^. Our previous work explored blood and organ-based gene expression patterns correlating with total body irradiation exposures and survival in Gottingen minipigs, mouse, and non-human primates. The broader goal of our current studies is to understand how endothelial cells might contribute to the total-body radiation response in the form of circulating RNA and extra-cellular vesicles bearing radiation specific RNA signatures. In this paper, we address the first part of the study by examining radiation-induced RNA responses inherent to the endothelial cells. In a soon to be published work, we explored radiation responsive RNAs in exosomes generated by endothelial cells treated with radiation.

Finding an ideal cell-line for our studies was a challenge. Human umbilical endothelial cells make ideal candidates for conducting proof of principle and mechanistic studies but would have been a poor choice for the present work where we want to understand endothelial cell biology in TBI context. The heterogeneity in radiation response of larger vessels versus smaller microvasculature has been well commented on. Capillaries are known to be most radiation sensitive owing to presence of a single layer of endothelium, tunica intima while the larger vessels have three layers- the tunica intima, media, and adventitia^18^. Not many studies have explored the relative radiation sensitivities of endothelial cells in culture conditions from different vessel types. Comparing endothelial cells derived from different organs, Park et al., concluded that hepatic sinusoidal endothelial cells were most radioresistant while dermal endothelial cells were most radiation sensitive^35^. The aortic endothelial cells respond to radiation^36–38^ but a comprehensive look at the transcriptional changes has not yet been attempted. For our objective to investigate whether endothelial cells could provide valuable information which could lead to development of markers of radiation damage we chose to use aortic endothelial cells. Aorta is the largest vessel and hence more relevant for studies exploring the release of extra-cellular vesicles into the blood. The ease of culturing them in large numbers to collect enough RNA and extra-cellular vesicles to perform assays was another factor. We profiled gene expression, long non-coding RNA and miRNA expression at multiple doses (1 Gy, 2 Gy, 4 Gy, 8 Gy and 10 Gy) and two time-points (24 h and 72 h) in primary human aortic endothelial cells.

We hypothesize that study of interdependent molecular changes from endothelial cells would be informative for a radiation-predictive biomarker signature identification and investigation of potential targets for radiation-mitigation and prevention. A perceived limitation of the study is the use of static culture systems even though endothelial cells always experience laminar shear stress under normal physiological conditions inside the body. We are developing and employing 3-D chip-based culture systems in our lab to address such questions. These chips simulate not only laminar shear stress but also multi-cellular environment of live organs. The current study provides an underlying framework to build on in the future.

## Results

### Dose and time dependent changes observed in expression levels of mRNA, lncRNA and miRNA transcripts

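Small RNA was sequenced from primary human aortic endothelial cells (hAOEC), which line the aorta, 24 h or 72 h after X-ray doses of 0, 1, 2, 4, 8 or 10 Gy. The data used here were 35 libraries, 3 for each dose and time-point except 2 Gy at 24 h, which had 2 (replicates 1 and 3). miR-21-5p, an abundant miRNA linked to growth and stress, gave 28.7% of all counts. miR-126-3p, an endothelial miRNA encoded in an intron of EGFL7 on chromosome 9 of GRCh38 (136670602 to 136670686), gave 23.9%. miR-100-5p gave 7.41%, let-7i-5p 6.11% and let-7f-5p 2.50%. The authors prepared the libraries with the Qiaseq miRNA kit, mapped the filtered reads to hg38 with Bowtie and removed reads of rRNA, tRNA, snRNA, snoRNA, repeats and mRNA. They then counted the miRNAs of miRBase and miRNAs predicted by miREvo and mirdeep2. The values used here are these raw counts, for 1727 known and 147 predicted miRNAs, and predicted miRNAs held 0.00421% to 0.0101% of a library. The treatment of unique molecular identifiers, of reads with several matches and of strand is not given in the sources used here. At 24 h the total count per library ranged from 5911289 to 6632137 (median 6225051) at 0 Gy, 5468076 to 7117109 (median 6766918) at 1 Gy and 5280993 to 7098826 (median 6940082) at 4 Gy. The totals of the 2 libraries at 2 Gy were 6622488 and 6827581, and those at 8 Gy and 10 Gy ranged from 7145489 to 8098790 (median 7353954) and from 5716501 to 7740109 (median 6365692). At 72 h the ranges were 6043160 to 7213853 (median 6158680) at 0 Gy, 7032291 to 7923967 (median 7234256) at 1 Gy and 6007540 to 7691828 (median 7485764) at 2 Gy. They were 7237619 to 7654963 (median 7608747) at 4 Gy, 7596990 to 8204664 (median 7767481) at 8 Gy and 8143778 to 9053615 (median 8368423) at 10 Gy. The paper states its depth as single end reads per sample, whereas these totals are counts assigned to miRNAs. Each dose was compared with 0 Gy of its time-point by the quasi-likelihood test of edgeR with TMM factors over the 638 miRNAs that passed its filter. A miRNA was called regulated at an adjusted p under 0.05 and a fold change of at least 1.5. Means are CPM after TMM normalisation. No source used here says whether replicates were separate cultures, so the p-values measure the spread between these libraries.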

Principal Component Analysis was performed on the normalized data before applying any statistical tests to identify overall differences across all samples and data-points (Supplementary Fig. 1). The 24 h and 72 h data points clustered separately as did lower (0 Gy, 1 Gy, 2 Gy) vs. medium (4 Gy) vs. higher (8 Gy, 10 Gy) dose points for mRNA and lncRNA data. 

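miR-7974, a little-studied miRNA in an intron of ZNF653 on chromosome 19 of GRCh38 (11495544 to 11495622), fell at each higher dose at 72 h. It measured 30.0 ± 3.07 CPM (SD, n = 3) at 0 Gy, 20.4 ± 0.498 at 1 Gy, 12.6 ± 1.58 at 2 Gy, 3.57 ± 0.751 at 4 Gy, 1.66 ± 0.469 at 8 Gy and 0.823 ± 0.255 at 10 Gy. At 24 h it measured 39.1 ± 4.58 at 0 Gy, 30.5 ± 3.09 at 1 Gy (n = 3) and 27.3 ± 2.98 at 2 Gy (n = 2). miR-21-5p, which is induced in many injured tissues, measured 266500 ± 7313, 266100 ± 1765 and 278700 ± 5098 CPM at 0, 1 and 2 Gy at 24 h, and its adjusted p was 0.993 at 1 Gy and 0.747 at 2 Gy. miR-4521, a primate miRNA on chromosome 17 (8186945 to 8187004), also did not pass the test at these doses and this time-point (adjusted p = 0.827 and 0.693). Principal components were taken from log2 CPM (prior count 2) of the tested miRNAs, and the first held 27.25% of the variance and the second 7.66%. Mean scores on the first component at 24 h were -7.10, -5.64, -5.07, -3.94, -3.26 and -3.08 from 0 to 10 Gy, and at 72 h they were -2.44, 0.58, 2.93, 7.02, 8.20 and 10.12. In the plane of both components the nearest library had the same dose for 18 of 18 libraries at 72 h (permutation p = 1e-05, the smallest that 100000 permutations can give). The same held for 17 of 18 with miRNAs scaled to unit variance and 15 of 18 with a prior count of 0.5. At 24 h this held for 8 of 17 libraries (permutation p = 0.00574), 6 of the 8 at 0 to 2 Gy and 2 of the 9 at 4 to 10 Gy, which were 4 and 3 when miRNAs were scaled to unit variance and 5 and 3 with a prior count of 0.5. Over all tested miRNAs the nearest library had the same dose for 12 of 18 libraries at 72 h and 5 of 17 at 24 h, 2 of the 8 at 0 to 2 Gy and 3 of the 9 at 4 to 10 Gy (permutation p = 0.0744 at 24 h, and 0.0266 for 6 of 17 with a prior count of 0.5). At 72 h the number was 15 of 18 with unit variance and 9 of 18 with a prior count of 0.5.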

The separation in miRNA data was not sharp between lower doses at 24 h but all the doses separated at 72 h which also explains the lower number of miRNAs found differentially expressed in subsequent analyses at 24 h. 

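miR-182-5p and miR-183-5p, neighbours on chromosome 7 of GRCh38 (129770383 to 129770492 and 129774905 to 129775014) that target FOXO transcription factors, rose with dose at 72 h. miR-182-5p measured 7.82 ± 1.03 CPM at 0 Gy, 9.95 at 1 Gy, 10.5 at 2 Gy, 21.4 at 4 Gy, 22.5 at 8 Gy and 26.1 ± 3.69 at 10 Gy (SD, n = 3 per dose). miR-17-5p, which drives proliferation as part of the MIR17HG cluster on chromosome 13 (91350605 to 91350688), fell from 777 ± 15.1 at 0 Gy to 664, 627, 592, 524 and 481 ± 22.9 CPM at 1 to 10 Gy. miR-34a-5p, which p53 induces, measured 241 ± 5.38 at 0 Gy and 266, 328, 345, 345 and 361 ± 38.5 CPM at 1 to 10 Gy. miR-328-3p, linked to the control of cell adhesion and drug transport, rose from 186 ± 14.1 to 324 ± 7.25 CPM. A slope of log2 expression on dose was tested in edgeR for each time-point. At 72 h the slope passed the test for 202 of 582 miRNAs, 96 rising and 106 falling, and at 24 h for 35 of 597, 12 rising and 23 falling. The number at 24 h was 17 without 0 Gy replicate 2 and 22 without 0 Gy replicate 1. The slope at 72 h was 0.16 log2 units per Gy for miR-182-5p (adjusted p = 9.01e-09) and 0.16 for miR-183-5p (adjusted p = 1.61e-09). It was -0.06 for miR-17-5p (adjusted p = 8.48e-11), -0.10 for miR-4521 (adjusted p = 1.63e-12) and -0.56 for miR-7974 (adjusted p = 2.38e-22). It was 0.06 for miR-10a-5p (adjusted p = 3.27e-12), a miRNA of the HOXB cluster that limits endothelial inflammation, and 0.04 for miR-34a-5p (adjusted p = 0.0011). At 24 h miR-34a-5p had a slope of 0.03 (adjusted p = 0.00213) and miR-7974 a slope of -0.11 (adjusted p = 6.65e-09). The slope of miR-146a-5p at 72 h did not pass the test (0.07, adjusted p = 0.0677), and its highest mean was at 4 Gy. Of 12 p53-induced miRNAs, 8 were tested, and at 10 Gy and 72 h 3 were higher (miR-34a-5p, miR-34c-5p and miR-215-5p) and 1 was lower (miR-1246), with the same numbers when adjusted over the list alone and 5 higher and 1 lower with no fold change threshold. Their median log2 fold change was 0.58 (camera adjusted p = 0.132). At 10 Gy and 24 h none was called by edgeR, 1 passed without the fold change threshold, and the median was 0.18 (camera adjusted p = 0.0485, and adjusted p = 0.272 with an estimated correlation). The miR-34a-5p call (log2 fold change 0.59) fell below the threshold when scaled by library totals (0.32) and without replicate 2 (0.58) or 3 (0.58) of 0 Gy or replicate 2 (0.56) or 3 (0.52) of 10 Gy. That of miR-215-5p was lost without 0 Gy replicate 2 (0.68), and that of miR-34c-5p without replicate 1 (1.00) or 2 (1.17) of 0 Gy or replicate 2 of 10 Gy (0.86).

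**Figure D1:**
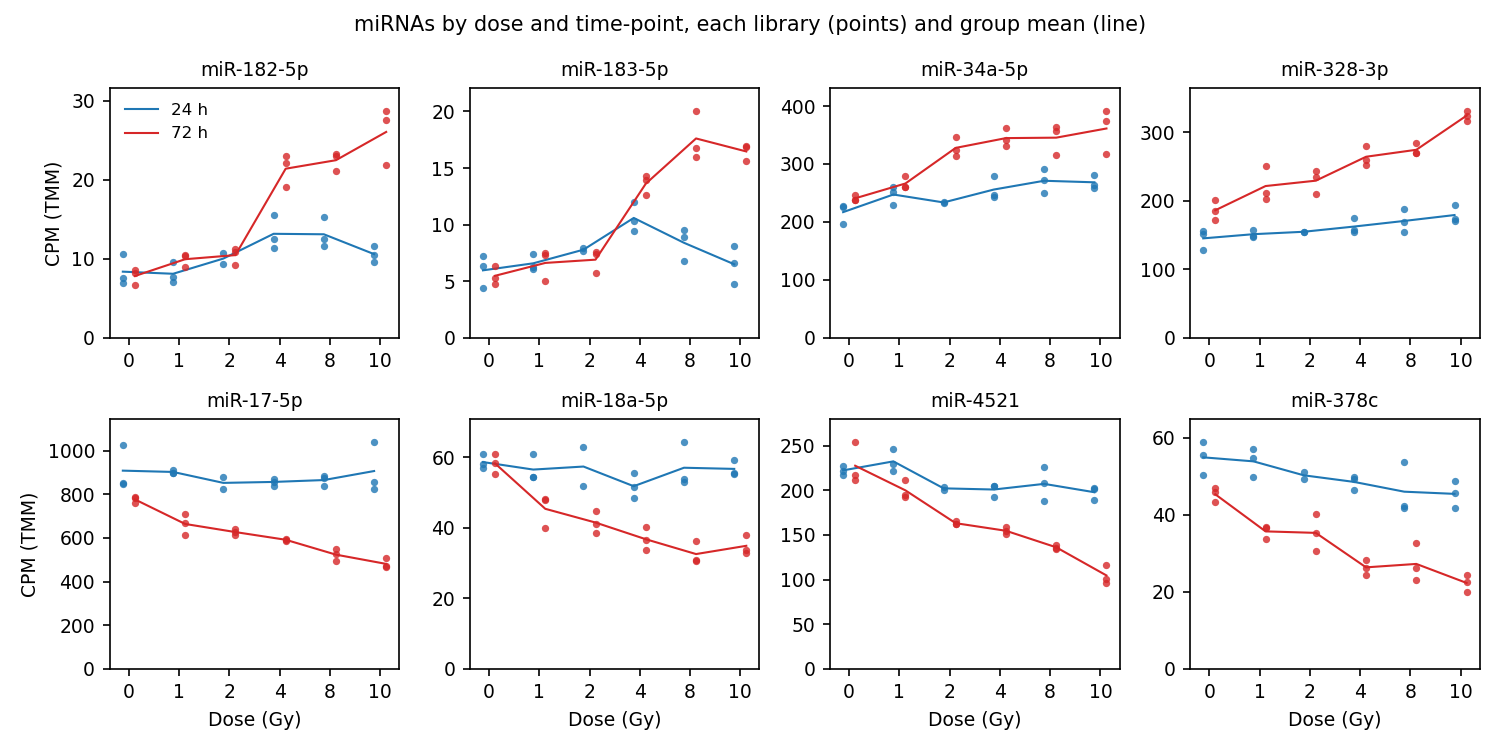
CPM of 8 miRNAs (y axis) against dose in Gy (x axis) for 24 h and 72 h, each point 1 library. At 72 h miR-182-5p lies near 7.82 at 0 Gy and near 26.1 at 10 Gy.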

Differentially expressed mRNA transcripts which satisfied the cut-off criteria of fold change (> = 1.5) and an adjusted p-value (FDR < 0.05) in pair-wise comparisons of each dose with the 0 Gy control samples were selected for these results (Supplementary Fig. 2). mRNA, lncRNA and miRNA transcripts followed a dose-dependent regulation at 24 h and 72 h time points (Fig. 1). Quantitatively, mRNA transcripts had a similar response to radiation at both 24 h and 72 h time-points while more miRNA and lncRNA transcripts changed at the 72 h time-point (Fig. 1). 

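miR-146a-5p, an NF-kB target that dampens inflammatory signalling, did not pass the test at 10 Gy and 24 h (log2 fold change 0.19, SE 0.11, adjusted p = 0.351) and was induced at 72 h, a difference between the time-points of 0.80 (SE 0.15, adjusted p = 0.000281). miR-17-5p had a log2 fold change of 0.00 at 24 h (adjusted p = 0.986) and -0.69 at 72 h (adjusted p = 2.85e-13), a difference of -0.69 (SE 0.10, adjusted p = 1.07e-07). miR-4521 differed by -0.95 (SE 0.11, adjusted p = 6.55e-11) and miR-7-5p, which targets EGFR and other growth signals, by -1.15 (SE 0.08, adjusted p = 5.34e-19). miR-1246, which p53 family members induce, was higher at 8 Gy and 24 h and lower at 10 Gy and 72 h, where it measured 21.8 ± 1.89 CPM against 40.4 ± 5.65 at 0 Gy (SD, n = 3). Its effect of 10 Gy differed by -1.32 (SE 0.26, adjusted p = 0.000437). At 24 h edgeR called 4, 5, 14, 16 and 21 miRNAs at 1, 2, 4, 8 and 10 Gy, and at 72 h 6, 33, 60, 83 and 94, of which 2 at 8 Gy and 2 at 10 Gy were predicted miRNAs. At 24 h the number at 1 Gy was 2 without 0 Gy replicate 2, and that at 2 Gy was 1 and 0 without replicate 1 and 3 of 2 Gy. That at 4 Gy was 9 and 8 without replicate 1 and 2 of 0 Gy and 9, 7 and 5 without replicate 1, 2 and 3 of 4 Gy. That at 8 Gy was 9 without 8 Gy replicate 2, and that at 10 Gy was 12 without 0 Gy replicate 1. The effect itself differed between the time-points for 0 miRNAs at 1 Gy in edgeR, where 52 had an unadjusted p under 0.05. It differed for 6 at 2 Gy, 32 at 4 Gy, 43 at 8 Gy and 77 at 10 Gy, and of the last 42 had the higher effect at 72 h and 35 the lower. miR-182-5p (1.40, SE 0.25, adjusted p = 2.07e-05) and miR-328-3p (0.50, adjusted p = 0.00105) were among the former. All libraries of 10 Gy lay on one side of all of 0 Gy for 146 miRNAs (22.9%) at 24 h and 274 (43.0%) at 72 h, where chance gives 10%. Of 27 miRNAs of the miR-17-92, miR-106b-25, miR-106a-363 and miR-15b/16 clusters, 22 were tested. At 10 Gy 7 were lower and 0 higher at 72 h (also when adjusted over the list alone, and 14 and 1 with no fold change threshold), with a median log2 fold change of -0.48 (camera adjusted p = 1.21e-05). The adjusted p was 0.00392 with an estimated correlation. The median was -0.75 when scaled by library totals, which lower all fold changes at this dose and time-point. Less the median of all miRNAs, it was -0.44 with TMM factors and with library totals. At 10 Gy and 24 h 1 was lower, miR-92a-1-5p, and the median was -0.01 (camera adjusted p = 0.58). miR-18a-5p of this group fell from 58.2 ± 2.83 to 34.9 ± 2.74 CPM at 72 h, and miR-15b-3p fell as well.

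**Figure D2:**
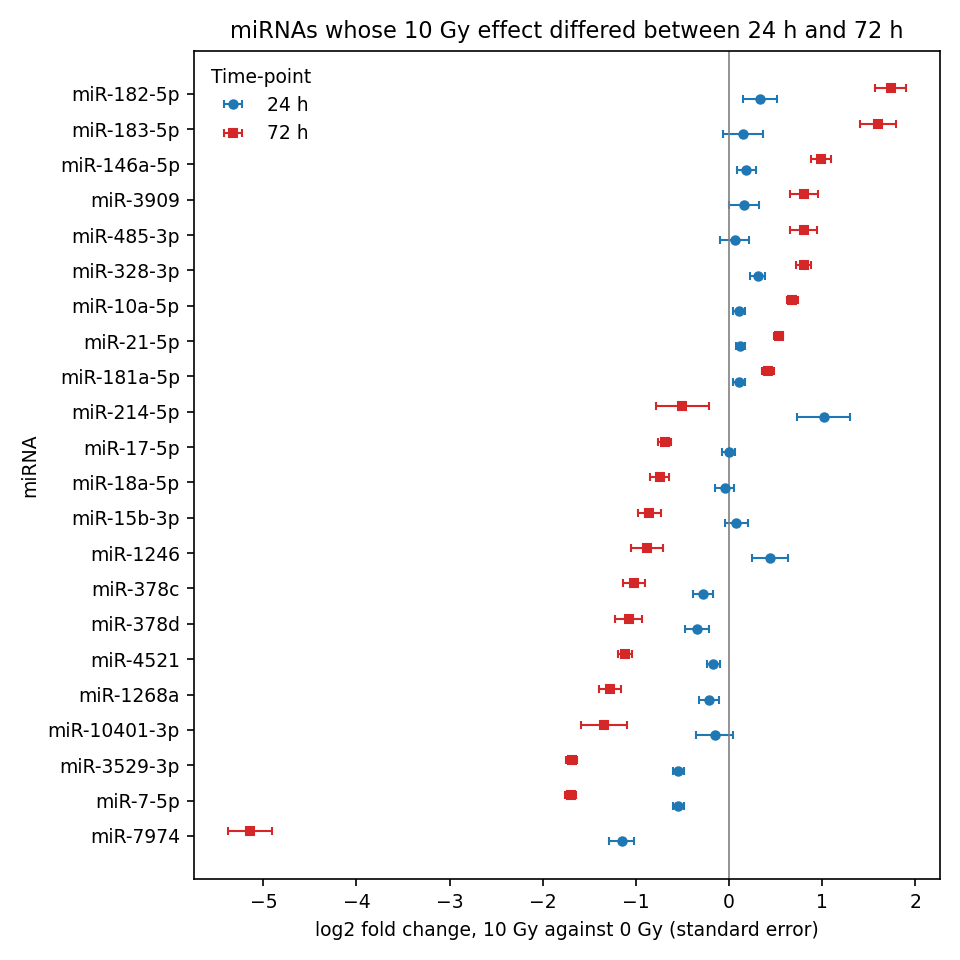
Log2 fold change at 10 Gy against 0 Gy with its SE (x axis) for 22 miRNAs (y axis), at 24 h (circles) and 72 h (squares). The effect of 10 Gy on each differed between the time-points, as for miR-7-5p by -1.15.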

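miR-4521 fell at 10 Gy and 72 h from 228 ± 23.4 to 105 ± 10.7 CPM (SD, n = 3; log2 fold change -1.12, SE 0.08, adjusted p = 2.05e-20). miR-378c, of a family linked to energy metabolism, fell from 45.3 ± 1.86 to 22.3 ± 2.22 CPM (-1.02, SE 0.12, adjusted p = 3.9e-11). Among induced miRNAs, miR-183-5p rose from 5.48 ± 0.821 to 16.5 ± 0.769 CPM (1.60, SE 0.19, adjusted p = 3.2e-10). miR-10a-5p rose from 5034 ± 143 to 8066 ± 363 CPM (0.68, SE 0.06, adjusted p = 1.18e-14), although not by 1.5-fold when scaled by library totals (0.41). miR-10b-5p, its paralog on HOXD, differs from it little in sequence and may share reads with it. At 24 h edgeR called 0 miRNAs higher and 4 lower at 1 Gy, 0 and 5 at 2 Gy, 6 and 8 at 4 Gy, 4 and 12 at 8 Gy and 5 and 16 at 10 Gy. At 1 and 2 Gy 66 and 47 miRNAs had an unadjusted p under 0.05 in either direction, and DESeq2 also called 0 higher at both. At 72 h edgeR called 1 higher and 5 lower at 1 Gy, 7 and 26 at 2 Gy, 13 and 47 at 4 Gy, 17 and 66 at 8 Gy and 33 and 61 at 10 Gy. With no fold change threshold the numbers at 72 h were 33 higher and 65 lower at 2 Gy, 77 and 83 at 4 Gy, 82 and 110 at 8 Gy and 121 and 97 at 10 Gy. Scaling by library totals, which moved the median log2 fold change of all miRNAs from -0.04 to -0.31 at 10 Gy and 72 h, gave 8 higher and 133 lower, and RLE factors gave 37 and 59. At 4 Gy and 72 h these scalings gave 8 higher and 62 lower, and 15 and 42, and at 8 Gy and 72 h 11 and 88, and 21 and 60. At 10 Gy and 24 h they gave 4 higher and 20 lower, and 6 and 14. Factors moved by the offset between Table 1 of the paper and these data, a setting chosen after the values were seen, gave 57 higher and 41 lower at 10 Gy and 72 h, and 168 and 67 with no fold change threshold. At 24 h a fit of only the 2 groups compared gave 0, 1 and 3 higher at 4, 8 and 10 Gy. The number higher at 4 Gy was 3 with library totals, 3 with no filter on low counts and 2 with DESeq2. It was 1 and 0 without replicate 2 and 3 of 0 Gy and 3, 3 and 1 without replicate 1, 2 and 3 of 4 Gy. That at 8 Gy was 2 without 0 Gy replicate 2 and 1 without 8 Gy replicate 2, and that at 10 Gy was 1 without 0 Gy replicate 1. The number lower at 24 h was 2 at 1 Gy without 0 Gy replicate 2, 1 and 0 at 2 Gy without replicate 1 and 3 of 2 Gy, 5 at 4 Gy without 0 Gy replicate 1 and 4 without replicate 2 or 3 of 4 Gy, and 10 at 10 Gy without 10 Gy replicate 3. At 72 h 1 Gy had 0 higher without 0 Gy replicate 1 or 1 Gy replicate 3, 2 higher without 0 Gy replicate 3 and 3 lower without 1 Gy replicate 2. In the same way 2 Gy had 4 higher without replicate 2 or 3 of 0 Gy and 3 higher without replicate 1 or 2 of 2 Gy. Of 12 tested miRNAs linked to inflammation and NF-kB, 3 were higher at 10 Gy and 72 h (miR-146a-5p, miR-132-3p and miR-212-5p) and none lower, in edgeR and also when adjusted over the list alone, and 5 were higher and 1 lower with no fold change threshold. Their median was 0.29 (camera adjusted p = 0.042, and adjusted p = 0.0987 with an estimated correlation). The calls of miR-132-3p and miR-212-5p were lost without 0 Gy replicate 3 (0.55 and 0.82) or 10 Gy replicate 1 (0.35 and 0.93), and that of miR-132-3p also without 0 Gy replicate 1 (0.60) and with DESeq2. Of the 9 let-7 miRNAs, which restrain proliferation, 0 were called by edgeR at 10 Gy and 72 h with the 1.5-fold threshold and 5 were higher without it, with a median of 0.29 that was 0.02 with library totals (camera adjusted p = 0.0101, and adjusted p = 0.487 with an estimated correlation). Of 59 tested miRNAs of the imprinted 14q32 cluster, 2 were higher at this dose and time-point (miR-412-5p and miR-485-3p) and 2 lower (miR-376a-3p and miR-665). With no fold change threshold 18 were higher and 4 lower. The median of the 59 was 0.23 and became -0.04 with library totals (camera adjusted p = 0.00882, and adjusted p = 0.14 with an estimated correlation). Less the median of all miRNAs, which library totals lowered as well, the let-7 median was 0.32 and the 14q32 median 0.26 under both scalings.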

More mRNA transcripts were downregulated than upregulated across all dose-points while more miRNA and lncRNA transcripts were upregulated than downregulated at most of the dose-points (Fig. 1). 

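miR-27a-5p and miR-128-1-5p were the 2 miRNAs called at all 5 doses at 24 h, and both were repressed. miR-27a-5p, the passenger strand of a miRNA linked to angiogenesis, lies in MIR23AHG on chromosome 19 of GRCh38 (13836440 to 13836517). It measured 594 ± 13.0 CPM (SD, n = 3) at 0 Gy and 365, 390, 377, 367 and 310 ± 22.7 at 1, 2, 4, 8 and 10 Gy. Its log2 fold change was -0.70 (SE 0.07) at 1 Gy and -0.94 (SE 0.07) at 10 Gy. miR-128-1-5p, encoded in an intron of R3HDM1 on chromosome 2 (135665397 to 135665478), measured 9.61 ± 0.866 CPM at 0 Gy and 4.83, 4.18, 4.27, 4.33 and 4.15 at 1 to 10 Gy, and fell by 1.00 (SE 0.24) on the log2 scale at 1 Gy and by 1.21 (SE 0.25) at 10 Gy. With DESeq2, and with no filter on low counts, the number common to the 5 doses was 1. It was also 1 without replicate 2 of 0 Gy, replicate 2 of 1 Gy or replicate 1 of 2 Gy, and 0 without replicate 3 of 2 Gy. Simulated groups without an effect against shared controls gave 0 common miRNAs in 100 runs. The simulated libraries varied independently, with no added deviation common to the 0 Gy libraries. The simulation therefore does not show whether such a deviation could give common calls. Of the 11 tested miRNAs of the miR-23/27/24 clusters, 2 were lower at 10 Gy and 24 h, miR-27a-5p and miR-23b-5p, and 0 higher, also when adjusted over the list alone in edgeR. Without the fold change threshold 3 were lower and 0 higher. The median of this list was 0.00 (camera adjusted p = 0.288).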

Ninety-three mRNA transcripts, two miRNA transcripts and six lncRNA transcripts were commonly regulated across all doses at the 24 h time point (Supplementary Fig. 3A,C,E). 

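miR-146a-5p was induced at all 5 doses at 72 h, and miR-222-5p, miR-92a-1-5p and miR-29b-1-5p were repressed at all of them. miR-146a-5p, a brake on NF-kB signalling transcribed from MIR3142HG on chromosome 5 of GRCh38 (160485352 to 160485450), measured 297 ± 19.4 CPM (SD, n = 3) at 0 Gy. It measured 449 ± 56.5 at 1 Gy, 589 ± 13.8 at 2 Gy, 751 ± 55.2 at 4 Gy, 676 ± 45.7 at 8 Gy and 587 ± 64.8 at 10 Gy, and its log2 fold change was 0.60 (SE 0.10, adjusted p = 0.000234) at 1 Gy and 1.34 (SE 0.10, adjusted p = 1.19e-11) at 4 Gy. miR-222-5p, from a locus on chromosome X (45747015 to 45747124) whose guide strand restrains vessel growth, measured 29.8 ± 1.51 CPM at 0 Gy and 16.7, 14.4, 14.3, 13.2 and 15.8 at 1 to 10 Gy. miR-92a-1-5p, the passenger strand of a miRNA that restrains angiogenesis, lies in MIR17HG on chromosome 13 (91351314 to 91351391). It measured 17.4 ± 1.04 CPM at 0 Gy and 10.7, 8.56, 6.42, 6.73 and 6.15 at 1 to 10 Gy. miR-29b-1-5p, of a family that targets collagens, had log2 fold changes of -0.91 (SE 0.25, adjusted p = 0.0206) at 1 Gy and -0.95 (SE 0.25, adjusted p = 0.00206) at 10 Gy, from 7.81 ± 1.28 CPM at 0 Gy. It falls outside the rule by which other miRNAs were named and was chosen after its values were seen. When the fold change threshold was dropped 18 miRNAs were common to the 5 doses at 72 h, 4 higher and 14 lower.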

At 72 h only nine mRNA, 10 miRNA and no lncRNA transcripts were commonly regulated across all doses (Supplementary Fig. 3B,D,F). In the Venn diagrams all the quadrants with more than 10 transcripts are highlighted in yellow (Supplementary Fig. 3). Owing to smaller number of miRNA and lncRNA transcripts changing at 24 h time-point, very few dose-overlapping molecules were observed (Supplementary Fig. 3C,E). 

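miR-92a-1-5p was repressed at 4 of the 5 doses at 24 h, with log2 fold changes of -0.75 (SE 0.16, adjusted p = 0.00233) at 1 Gy and -1.13 (SE 0.16, adjusted p = 3.45e-07) at 10 Gy. At 2 Gy, where n was 2 libraries, it did not pass the test (-0.58, SE 0.18, adjusted p = 0.074). miR-23b-5p, from a locus in an intron of AOPEP on chromosome 9 of GRCh38 (95085208 to 95085304), measured 10.0 ± 1.77 CPM (SD, n = 3) at 0 Gy. It was called at 1 Gy (5.02 ± 0.585), 4 Gy (5.93 ± 0.538) and 10 Gy (5.33 ± 0.856) and not at 2 or 8 Gy. miR-7-5p, encoded at 3 loci including MIR7-2 on chromosome 15 (88611825 to 88611934), passed the test at all 5 doses but stayed under a fold change of 1.5, from 5158 ± 99.1 CPM at 0 Gy to 4088 ± 116 at 1 Gy and 3533 ± 164 at 10 Gy. It is 1 of 6 miRNAs, all lower, that were common to the 5 doses at 24 h with no fold change threshold. The miRNA miR-3529-3p of the opposite strand had nearly the same count in every library, so the 2 may count the same reads.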

Significant overlap in the regulated mRNA transcripts between 24 and 72 h time-points at each dose separately was observed barring 1 Gy at 24 h (Supplementary Fig. 4A). 

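miR-27a-5p and miR-128-1-5p were lower at both time-points at 2, 4, 8 and 10 Gy, and miR-7974 and miR-942-5p at 4, 8 and 10 Gy. miR-182-5p, a regulator of FOXO factors, was higher at both at 4 Gy, with log2 fold changes of 0.64 (SE 0.18, adjusted p = 0.0265) at 24 h and 1.45 (SE 0.17, adjusted p = 1.23e-10) at 72 h, and at 8 Gy (0.65, SE 0.17, and 1.52, SE 0.17). miR-183-5p was higher at both at 4 Gy (0.84, SE 0.20, and 1.32, SE 0.20). miR-375-3p, known from epithelial and neuroendocrine cells, was higher at both at 4 Gy. It went from 1 count in all 0 Gy libraries at 24 h and 4 at 72 h to 21 and 40. These are ratios of 20.4 (95% exact interval for counting error only, 3.28 to 844) and 8.63 (3.12 to 33.2). let-7c-3p, a passenger strand of the let-7 family, was lower at both at 4 and 8 Gy. miR-514a-3p, of a cluster on chromosome X, was higher at both at 8 and 10 Gy, although at 24 h from 1 count in all 0 Gy libraries to 28 and 20. At 24 h its call at 10 Gy was lost without replicate 2 (3.47) or 3 (3.38) of 0 Gy or replicate 2 of 10 Gy (3.14). Those of miR-942-5p were lost without 0 Gy replicate 1 (-0.56 at 4 Gy and -0.52 at 10 Gy), at 4 Gy also without replicate 2 (-0.64) or 3 (-0.67) of that dose and at 10 Gy without replicate 2 (-0.61) or 3 (-0.57). The number called at both time-points was 9 at 4 Gy (1.32 expected of independent lists, one-sided Fisher exact p = 4.44e-07), 3 higher and 6 lower. It was 10 at 8 Gy (2.08 expected, p = 3.47e-06 from the same exact test), 2 higher and 8 lower, and 7 at 10 Gy (3.09 expected, exact p = 0.0241), 1 higher and 6 lower. At 2 Gy it was 3 (0.259 expected, exact p = 0.00118) and at 1 Gy 1, miR-92a-1-5p (0.0376 expected, exact p = 0.0372). At 2 Gy DESeq2 gave 1. At none of the doses did edgeR call a miRNA in opposite directions at the 2 time-points of that dose. Among the 26 shared at 8 Gy with no fold change threshold 1, miR-1246, moved in opposite directions.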

Some overlap was observed between the two time-points in miRNA and lncRNA regulated transcripts in response to 4 Gy, 8 Gy and 10 Gy (Supplementary Fig. 4B,C). These data imply that expression levels of all three transcript types change in response to dose and time with major inter-transcript type differences too.

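miR-7-5p had its lowest mean at 8 Gy among the doses of 72 h, where it measured 3571 ± 44.6, 2736 ± 122, 1978 ± 31.7, 1452 ± 30.8 and 1544 ± 147 CPM (SD, n = 3) at 1, 2, 4, 8 and 10 Gy, while at 24 h its log2 fold change was -0.34 at 1 Gy and -0.55 at 10 Gy. The higher mean at 10 Gy rests on replicate 3 (1713 CPM), as the other libraries of 8 and 10 Gy reached at most 1478 CPM. The log2 fold change of miR-7-5p at 72 h was -0.49 (SE 0.06, adjusted p = 8.69e-10) at 1 Gy and -1.79 (SE 0.06, adjusted p = 7.82e-38) at 8 Gy. miR-21-5p, which promotes survival and fibrosis and is encoded in VMP1 on chromosome 17 of GRCh38 (59841266 to 59841337), reached 359700 ± 19010 CPM at 10 Gy and 72 h from 248900 ± 11000 at 0 Gy. Part of this rise comes from the TMM factors, as miR-21-5p held at most 31.88% of the counts of any library. Its effect of 10 Gy was 0.41 larger at 72 h than at 24 h (SE 0.07, adjusted p = 4.99e-06), on the log2 scale. miR-1268a fell from 78.6 ± 5.43 to 32.5 ± 8.16 CPM at 72 h and did not pass the test at 24 h (-0.21, SE 0.11, adjusted p = 0.284). miR-485-3p, an imprinted miRNA of chromosome 14, rose from 51.0 ± 2.37 to 89.0 ± 13.4 CPM at 72 h, although its log2 fold change fell below the threshold with library totals (0.53). From the data of Fig. 1 and Supplementary Figs. 3 and 4 the paper infers that mRNA, miRNA and lncRNA levels change with dose and time and that the 3 types of transcript differ. Only the miRNA part of this comparison was analysed here.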

**Figure 1:**
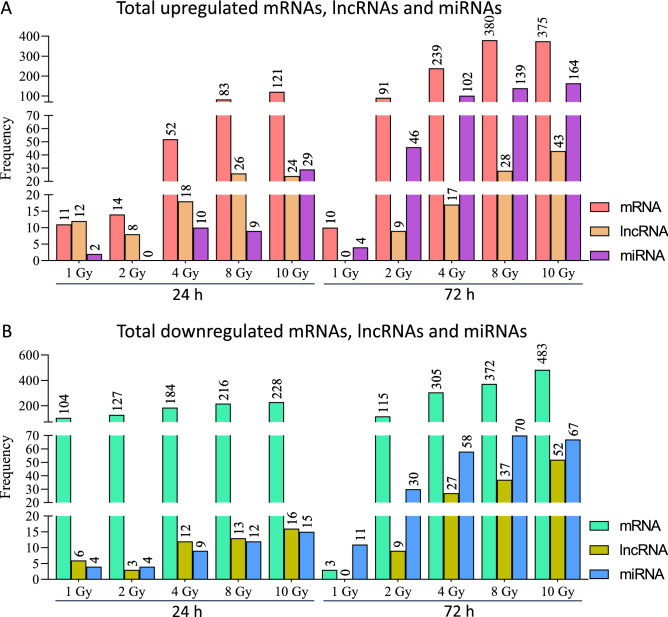
Summary of the sequencing data. (**A**) Total numbers of differentially upregulated mRNAs, lncRNAs and miRNAs for each dose and both 24 h and 72 h. (**B**) Total number of differentially downregulated mRNAs, lncRNAs and miRNAs for each dose and both 24 h and 72 h. ANOVA (FDR < 0.05) followed by Dunnett’s test (p-value < 0.05) was used to identify differentially expressed RNA molecules in each dose compared to control samples (fold change cut-off set at |2|).

To add clinical correlation to the dose analysis, we grouped doses into three classes—low (1 Gy), where there might be mild symptoms but minimal risk of serious injury; medium (2 Gy, 4 Gy), where the acute radiation syndrome can occur and for which early intervention has life-saving potential; and high (8 Gy, 10 Gy), which would have a limited (8 Gy) to no (10 Gy) chance of survival. Biomarkers would be useful in triage and medical management, particularly important in a resource-limited setting. 

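miR-328-3p was among the miRNAs that rose further with dose at 72 h, from 222 ± 25.2 CPM (SD, n = 3) at 1 Gy to 229 and 264 at 2 and 4 Gy and 274 and 324 at 8 and 10 Gy. miR-18a-5p, a miRNA of the MIR17HG cluster that promotes proliferation, measured 45.4 ± 4.61 at 1 Gy, 41.5 and 36.7 at 2 and 4 Gy and 32.5 and 34.9 CPM at 8 and 10 Gy. miR-1268a measured 75.8 ± 2.57 at 1 Gy, 51.5 and 43.4 at 2 and 4 Gy and 37.9 at 8 Gy. Libraries were grouped as 1 Gy, 2 to 4 Gy and 8 to 10 Gy and compared with 0 Gy of the time-point over 614 tested miRNAs. At 24 h edgeR called 4, 6 and 13 miRNAs in these classes, 0, 0 and 3 of them higher. At 72 h it called 6, 43 and 88, of which 1, 11 and 23 were higher. With no fold change threshold the numbers were 9, 13 and 42 at 24 h and 17, 160 and 231 at 72 h, and at 72 h the 2 to 4 Gy class then had 84 higher and 76 lower and the 8 to 10 Gy class 117 and 114. At 72 h library totals gave 7 higher and 49 lower in the 2 to 4 Gy class and 11 and 115 in the 8 to 10 Gy class, RLE factors 11 and 31, and 31 and 58, and DESeq2 10 and 29, and 33 and 62. At 24 h the 1 Gy number was 1 without 0 Gy replicate 2 and 2 without replicate 2 or 3 of 1 Gy, that of 2 to 4 Gy was 3 without 4 Gy replicate 2, and that of 8 to 10 Gy was 21 without 0 Gy replicate 3. Of the higher ones alone, the 2 to 4 Gy class had 2 without 2 Gy replicate 1, and the 8 to 10 Gy class had 5 without replicate 1 or 3 of 8 Gy or any one of the 3 replicates of 10 Gy. At 72 h that of 1 Gy was 3 without replicate 2 and 2 without replicate 3 of 1 Gy, with 0 higher without 0 Gy replicate 1 or 1 Gy replicate 3 and 2 higher without 0 Gy replicate 3.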

A dose dependent increase in regulated transcripts were observed (Fig. 2A, D, G). Across all classes, 104 mRNA transcripts were regulated at 24 h and 10 mRNA transcripts were regulated at 72 h (Fig. 2B, C). 

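miR-27a-5p, miR-128-1-5p, miR-92a-1-5p and miR-23b-5p were repressed in all 3 dose classes at 24 h. All 4 are known as passenger strands, and those of MIR27A and MIR23B belong to clusters linked to angiogenesis. At 72 h miR-146a-5p, which limits NF-kB signalling, was induced in all 3 classes, and miR-222-5p, miR-92a-1-5p and miR-29b-1-5p were repressed in all 3. Common to the classes with no fold change threshold were 6 miRNAs at 24 h and 16 at 72 h. The number at 24 h was 1 without 0 Gy replicate 2 and 2 without replicate 2 or 3 of 1 Gy. At 72 h it was 2 without 0 Gy replicate 2 or 1 Gy replicate 2, and 1 without 1 Gy replicate 3. With a threshold of 2-fold both numbers were 0 in edgeR, and limma at that threshold called 0 in common at 24 h.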

Ten miRNA transcripts were regulated in all groups at 24 h while none were common at the 72 h (Fig. 2E, F). Five and 12 lncRNA transcripts were commonly regulated across all classes at the 24 h and 72 h time-points respectively (Fig. 2H, I).

**Figure 2:**
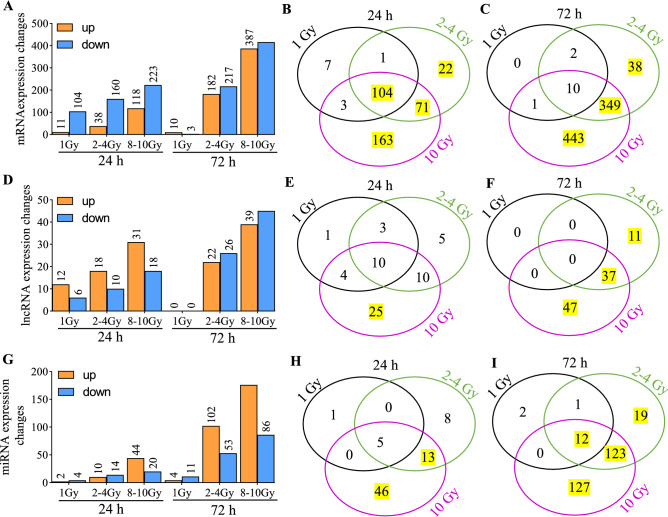
Summary of the differentially expressed RNAs when doses were grouped into three categories- 1 Gy, 2–4 Gy, and 8–10 Gy. Differentially expressed genes were identified as those fulfilling the criteria (FDR < 0.05; |FC|> 1.5). Genes which were induced are shown as orange bars and repressed genes are shown as blue bars in (**A,D,G**). (**A**) Differentially expressed mRNAs at 24 h and 72 h for 1 Gy, 2–4 Gy and 8–10 Gy, (**B**) Venn diagram showing overlaps across the upregulated mRNAs shown in (**A**), (**C**) Venn diagram showing overlaps across the downregulated mRNAs shown in (**A**). (**D**) Differentially expressed lncRNAs at 24 h and 72 h for 1 Gy, 2–4 Gy and 8–10 Gy, (**E**) Venn diagram showing overlaps across the upregulated mRNAs shown in (**D**), (**F**) Venn diagram showing overlaps across the downregulated mRNAs shown in (**D**). (**G**) Differentially expressed miRNAs at 24 h and 72 h for 1 Gy, 2–4 Gy and 8–10 Gy, (**H**) Venn diagram showing overlaps across the upregulated mRNAs shown in (**G**), (**I**) Venn diagram showing overlaps across the downregulated mRNAs shown in (**G**). All values greater than 10 are highlighted in yellow.

### Endothelial inherent radiation responsive markers and dose-differentiation markers

In mass radiological casualty scenarios, it will be crucial to identify the unexposed or concerned citizens from the exposed individuals for optimal resource management. Hence, identification of 0 Gy or *no-exposure vs. some exposure markers* is particularly useful. Focusing on the intersections across all doses for the three transcript types identified several 0 Gy markers and markers for dose-differentiation. Of the 93 commonly regulated mRNAs across all doses at 24 h time-point, we showed the 11 most-significantly regulated mRNAs (Fig. 3). These were *SELE*, *ASPM*, *ATAD*, *ATAD5*, *AUNIP*, *BCL2L12*, *BRCA1*, *BRCA2*, *C12orf48*, *C14orf145* and *C21orf58*. Because of the smaller replicate size and large numbers of dose-groups, a classification and prediction analysis was not performed. Dose-classification on these 93 mRNAs was performed using recursive partitioning for classification, regression tree (RPART) after five-fold CV. Four mRNAs (*ASPM*, *SELE*, *BRCA2* and *C14orf145*) could potentially classify the dose-classes successfully (Fig. 4). Similarly, nine mRNAs (*ACHE*, *ASS1*, *CSMD1*, *DNER*, *EBF4*, *PRDM1*, *SELE*, *SERPINE2* and *SULT1A1*) were most significantly differentially expressed in 0 Gy versus all the other dose points and could potentially serve as exposure/no-exposure markers at the 72 h (Fig. 5). Five of these mRNAs (*ACHE*, *ASS1*, *PRDM1*, *CSMD1* and *SELE*) classified all the dose classes in five steps successfully (Fig. 6). For validating RNAseq findings, we performed qRT-PCR on select genes from Figs. 4 and 6. The qRT-PCR results are shown in supplementary Fig. 5. 0 Gy markers were identified from miRNA and lncRNA data as well. 

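miR-27a-5p, from a cluster that shapes vessel sprouting, ranged from 586 to 609 CPM in the 3 libraries of 0 Gy at 24 h and from 290 to 402 CPM in the 14 irradiated libraries of this time-point. Its adjusted p in edgeR ranged from 2.13e-18 to 1.8e-08 over the 5 doses. miR-128-1-5p, whose precursor also gives a miRNA abundant in neurons, ranged from 8.86 to 10.6 CPM at 0 Gy and from 3.33 to 5.74 CPM after irradiation, with adjusted p from 0.000394 to 0.00878. Both therefore separated every 0 Gy library from every irradiated one, which chance gives for 0.294% of miRNAs with 3 and 14 libraries. The paper chose both on these samples, so the separation is not independent evidence.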

Two miRNAs (miR-128-1-5p and miR-27a-5p) differentiated 0 Gy from all other doses at the 24 h time-point (Supplementary Fig. 6A). 

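miR-146a-5p, which restrains NF-kB signalling, ranged from 281 to 318 CPM in the 3 libraries of 0 Gy at 72 h and from 408 to 806 CPM in the 15 irradiated libraries. miR-7-5p, which targets EGFR, ranged from 4934 to 5048 CPM at 0 Gy and from 1418 to 3619 after irradiation, and miR-3529-3p, from the opposite strand of MIR7-2, measured 4946 ± 62.0 (SD, n = 3) against 1403 to 3576. These 2 may count the same reads. miR-7974 ranged from 27.7 to 33.4 CPM at 0 Gy and from 0.587 to 20.8 after irradiation. miR-125b-1-3p, from MIR100HG on chromosome 11 of GRCh38 (122099757 to 122099844), measured 195 ± 8.82 CPM against 106 to 152. miR-27a-5p measured 464 ± 36.4 CPM against 253 to 318, miR-222-5p ranged from 11.4 to 19.1 after irradiation and miR-92a-1-5p from 5.40 to 12.0. miR-181a-5p, linked to vascular inflammation, measured 2225 ± 26.5 CPM at 0 Gy against 2686 to 3588, with log2 fold changes of 0.33 at 1 Gy and 0.42 at 10 Gy. miR-22-3p, linked to senescence, ranged from 5336 to 6310 CPM at 0 Gy and from 6312 to 7851 after irradiation, and its log2 fold change of 0.15 at 10 Gy became -0.12 with library totals. All 10 separated every 0 Gy library from every irradiated one, which chance gives for 0.245% of miRNAs with 3 and 15 libraries, and all 10 had an adjusted p under 0.05 at each of the 5 doses. With a fold change of at least 1.5, miR-146a-5p, miR-222-5p and miR-92a-1-5p were called at 5 doses and miR-27a-5p, miR-3529-3p, miR-7-5p and miR-7974 at 4. miR-125b-1-3p was called at 3 doses, miR-181a-5p at 1 and miR-22-3p at 0 in edgeR. The paper chose these miRNAs on these samples, so the separation is not independent evidence.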

The ten 0 Gy differentiating miRNA markers at the 72 h time-point were miR-146a-5p, miR-181a-5p, miR-22-3p, miR-125b-1-3p, miR-222-5p, miR-27a-5p, miR-3529-3p, miR-7-5p, miR-7974-5p and miR-92a-1-5p (Supplementary Fig. 6B). RPART classification identified that three miRNAs (miR-146a-5p, miR-181a-5p and miR-3529-3p) could group dose classes in five steps (Supplementary Fig. 7). 

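miR-146a-5p, the NF-kB target, gave 3 of the 5 splits of a tree grown on the 10 markers over the 18 libraries of 72 h. Its splits lay at 9.03 log2 CPM over all 18 libraries, at 8.50 over 6 of them and at 9.40 over 9. miR-181a-5p, with loci on chromosome 1 (198859044 to 198859153) and chromosome 9 (124692442 to 124692551) of GRCh38, split 12 libraries at 11.67. miR-3529-3p split 6 libraries at 11.04, and its counts were nearly those of miR-7-5p in every library. The tree was grown with rpart on log2 CPM with splits down to 1 library and no pruning, and it placed 18 of 18 fitted libraries in their dose. When each library was left out in turn, 11 of 18 were placed in their dose and 12 of 18 in the class of their dose, and a separate tree grown on the dose class placed 16 of 18 in their class. Trees on permuted doses placed 2.08 on average and 10 at most (permutation p = 0.000999, the smallest that 1000 permutations can give). When each set of replicate number was left out, 12 of 18 were placed in their dose. A tree on all tested miRNAs placed 3 of 18 when each library was left out and 9 of 18 when each set of replicate number was. The markers were chosen by the paper on these libraries, so these numbers are not independent evidence.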

Five lncRNAs (CTD-216H16-4, RP11-E4.1, RP11-727A23.5, RP5-890E16.2, DLEU2 (Deleted in Lymphocytic Leukemia 2), HELLPAR (HELLP Associated lncRNA) and RP5-108D14.6) which were common across all doses in comparison to 0 Gy could also differentiate 0 Gy class from the rest of the data points at the 24 h time-point (Supplementary Fig. 8). No lncRNAs were found common to all doses at the 72 h time-point.

**Figure 3:**
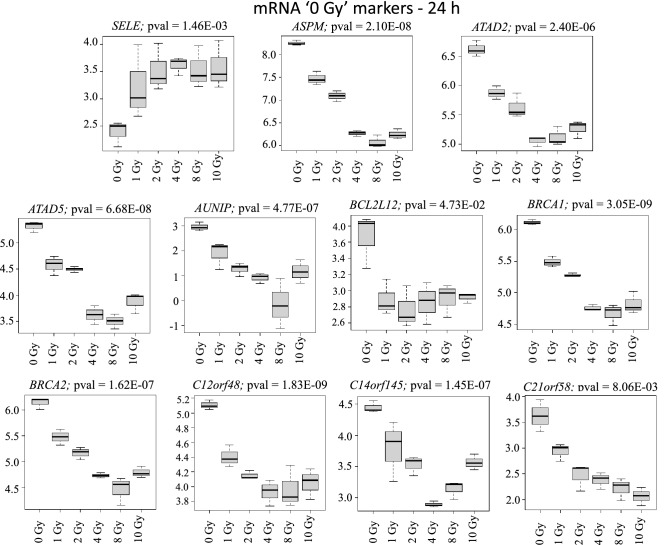
Radiation responsive mRNAs at 24 h for differentiating 0 Gy from all the doses classes. The 11 most significant mRNAs out of the 93 mRNAs at the intersection of all doses in supplementary Fig. 2A were selected as 0 Gy-24 h markers. Box-plots were generated in R. Y-axis shows the normalized read-counts and X-axis represents dose classes for 24 h time-point.

**Figure 4:**
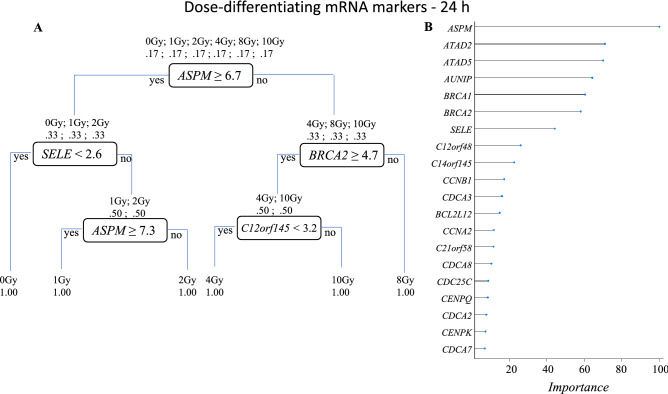
Dose-differentiation mRNA markers at 24 h. (**A**) Decision tree based on the RPART analysis performed in R for dose differentiation at 24 h based on the 93 mRNAs at the intersection of all doses in supplementary Fig. 2A. A combination of five mRNAs could differentiate all dose classes. Each node represents an mRNA intensity value based on which a decision is made, and classes are sorted. At the starting node there is a 17% chance of a sample falling into any of the six classes (0 Gy, 1 Gy, 2 Gy, 4 Gy, 8 Gy, 10 Gy). Decision at the first node divides the samples into two groups (0 Gy, 1 Gy, 2 Gy) and (4 Gy, 8 Gy, 10 Gy) at the second step. Two different mRNAs’ intensity values are used to divide the classes further. This process is repeated till all the classes are separated. (**B**) Plot shows relative importance of different mRNAs in dose-separation shown in (**A**).

**Figure 5:**
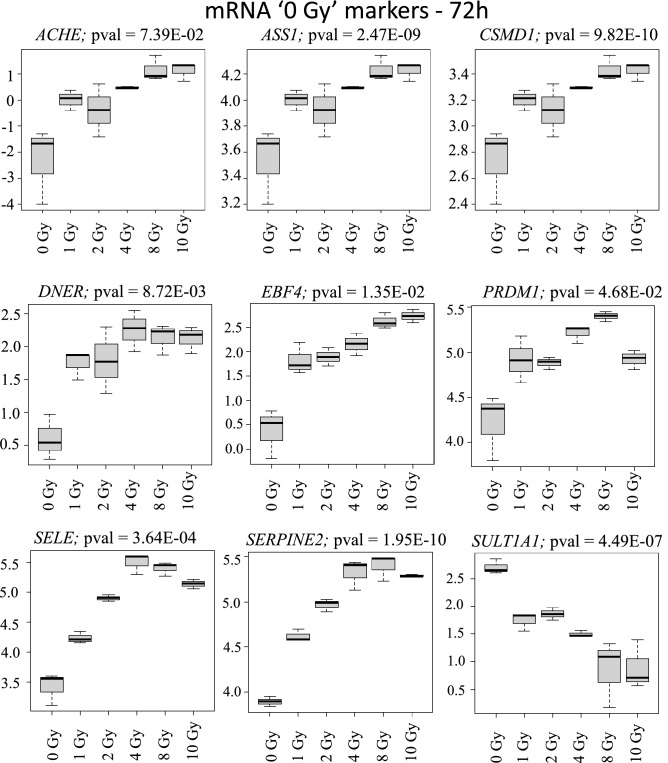
Radiation responsive mRNA at 72 h for differentiating 0 Gy from all the dosed classes. The nine most significant mRNAs out of the nine mRNAs at the intersection of all doses in supplementary Fig. 2B were selected as 0 Gy-72 h markers. Box-plots were generated in R. Y-axis shows the normalized read-counts and X-axis represents dose classes for 72 h time-point.

**Figure 6:**
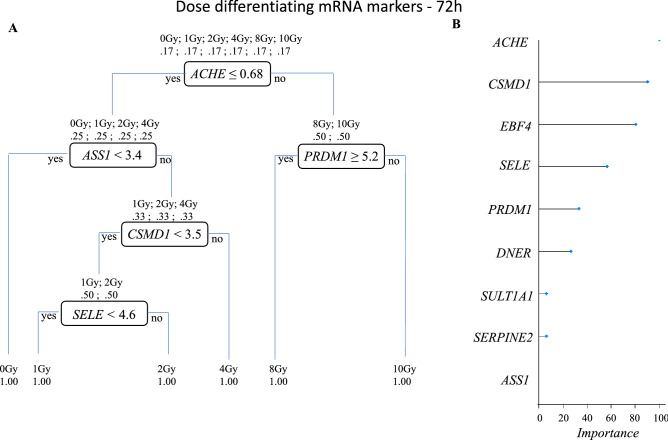
Dose-differentiation mRNA markers at 72 h. (**A**) Decision tree based on the RPART analysis performed in R for dose differentiation at 72 h based on the nine mRNAs at the intersection of all doses in supplementary Fig. 2B. A combination of five mRNAs could differentiate all dose classes. Each node represents an mRNA intensity value based on which a decision is made, and classes are sorted. At the starting node there is a 17% chance of a sample falling into any of the six classes (0 Gy, 1 Gy, 2 Gy, 4 Gy, 8 Gy, 10 Gy). Decision at the first node divides the samples into two groups (0 Gy, 1 Gy, 2 Gy, 4 Gy) and (8 Gy, 10 Gy) at the second step. Two different mRNAs’ intensity values are used to divide the classes further. This process is repeated till all the classes are separated. (**B**) Plot shows relative importance of different mRNAs in dose-separation shown in (**A**).

### Ingenuity pathway analysis and gene ontology for function identification based on altered mRNA transcript expressions

Ingenuity Pathway Analysis (IPA) core analysis was performed to identify pathways and key function terms in the mRNA data. An overview in the form of graphical summaries of the data for each dose-timepoint combination are shown in Fig. 8. At the 24 h time-point, for doses 1 Gy to 8 Gy, more downregulated nodes were observed suggesting a general depression of the gene expression (Fig. 7A–D). For 10 Gy exposure at 24 h though, major upregulated and activated nodes were observed (Fig. 7E). Since only 13 mRNAs were regulated in response to 1 Gy at 72 h, no significant alterations in any pathways or processes were detected by the IPA core analysis. But 2–10 Gy dose points at 72 h saw more upregulated and activated nodes compared to repressed and downregulated nodes (Fig. 7F–I). At the 24 h time-point, CDKN1A was the highest regulator for 1–4 Gy but P53 was the highest for 8 Gy and 10 Gy (Fig. 7A–E). At the 72 h time-point, P53 was the highest regulator at all doses except 4 Gy where IFNG was the highest regulator (Fig. 7F–I). Of the pathways, DNA damage response was predicted as activated and cell-cycle related signals were inhibited at the 24 h across all doses (Fig. 7A–E). At the 72 h, immune response was induced across all the doses (Fig. 7F–I).

**Figure 7:**
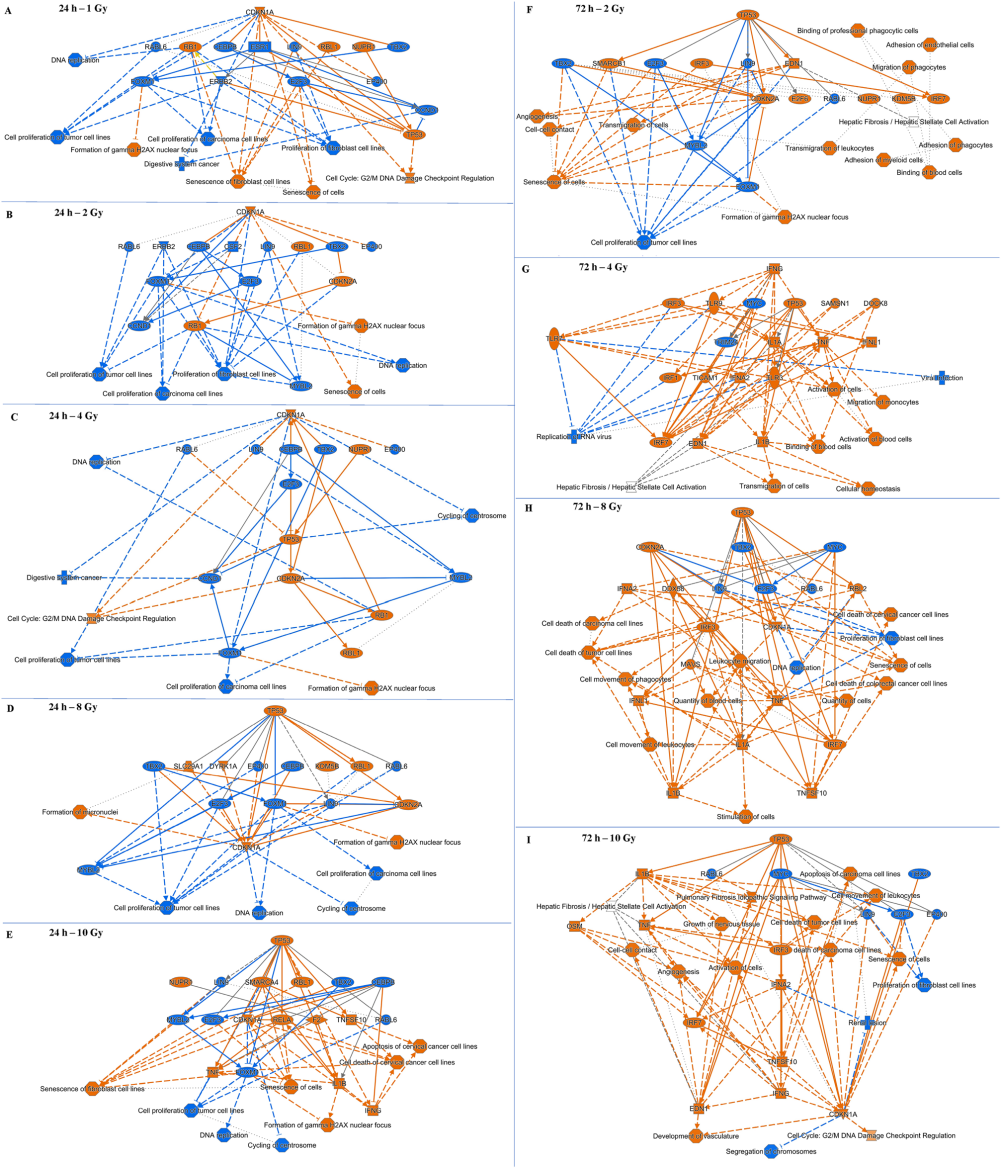
IPA generated graphical summaries for each dose-time-point combination. Core analysis was performed for each dose-time-point using differentially regulated mRNA lists. Graphical summaries include canonical pathways (Fisher’s exact test, p < 0.05) and upstream modulators (p < 0.05 and |z|= 2). Blue arrows and nodes indicate repressed activity; red arrows and nodes indicate induced activity; grey arrows suggest no definitive evidence on repression or activation. Solid arrows indicate direct interaction; dashed arrows indicate indirect interaction; dotted arrows indicate inferred and predicted interaction.

Performing a comparison analysis across all dose-time-point combinations revealed several mitosis and cell-cycle related pathways such as kinetochore metaphase signaling, cell cycle control of chromosomal replication, mitotic roles of polo-like kinase, and protein kinase A signaling were down-regulated across all the doses at 24 h and 2 Gy- 4 Gy at the 72 h time point (Fig. 8). No pathways were regulated in response to 1 Gy at the 72 h time point. Stress induced pathways- senescence pathway, cell cycle G2/M DNA damage checkpoint regulation and NER (nucleotide excision repair) pathways were induced in all 24 h dose-points and 2–10 Gy—72 h dose-points. Several stress-activated and immune response pathways such as P53 signaling, IL-17 signaling, senescence pathway, ferroptosis pathway, HMGB1 signaling, Interferon signaling etc. were activated across 2–10 Gy at the 72 h and/or at 4–10 Gy at the 24 h. TP53 (Tumor protein p53), NUPR1 (Nuclear Protein 1, Transcriptional regulator), CDKN2A (Cyclin Dependent Kinase inhibitor 2A) and let-7 miRNA were identified as the top most activated upstream regulators based on the gene expression response while several growth factors and oncogenes such as MYC, ESR1 (Estrogen Receptor 1), YAP1 (Yes1 Associated Protein 1), E2F3 (E2F transcription factor 3), CCND1 (Cyclin D1), FOXM1 (Forkhead box protein M1), E2F1 (E2F transcription factor 1) and IL10 (Interleukin 10) were identified as the repressed upstream regulators across all doses at 24 h and 2–10 Gy at the 72 h (Supplementary Fig. 9A). Several upstream regulators were activated or repressed across 2–10 Gy at 72 h and only at higher doses of 8 Gy and/or 10 Gy at the 24 h (Supplementary Fig. 9B,C). Alfatoxin B1, calcitriol and l-asparaginase were the top upstream regulators (Supplementary Fig. 10). Similar to previous results several upstream regulators came up in higher doses (8 Gy and 10 Gy) at the 24 h time-point and across 2–10 Gy at the 72 h time-point (Supplementary Fig. 10). Disease and biofunction terms related to cell proliferation, DNA synthesis, M-phase, and several cancers were predicted as depressed while terms such as apoptosis, necrosis, death and senescence were predicted as activated (Supplementary Fig. 11).

**Figure 8:**
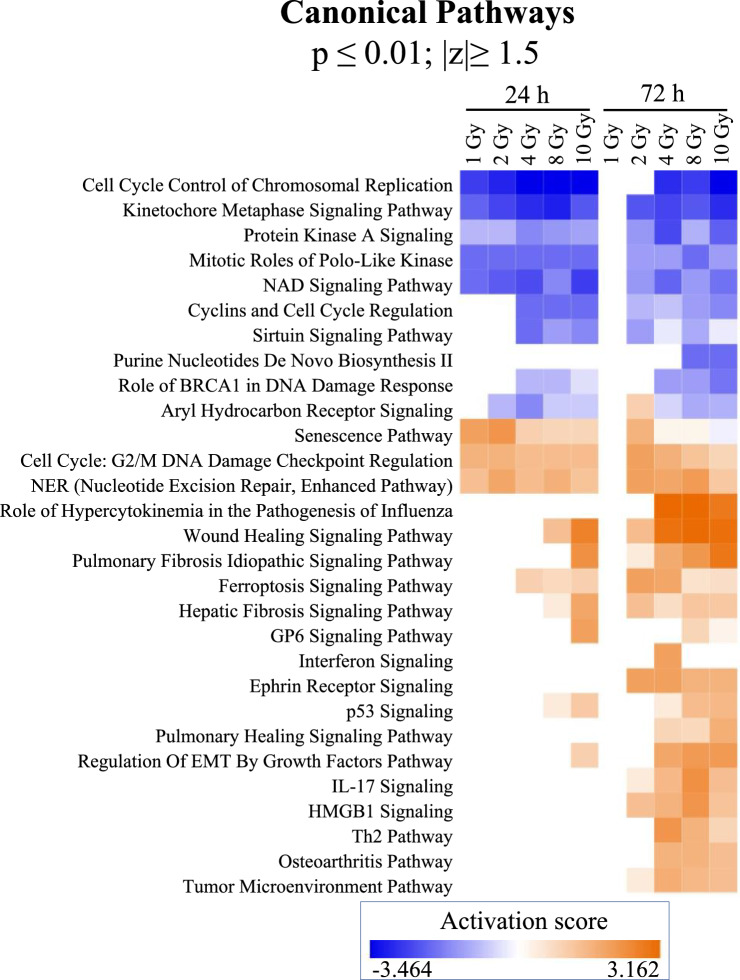
Comparison across canonical pathways identified in all dose-time-point combinations. Comparison was generated in IPA using the ‘comparison analysis’. Pathways passing the criteria of fisher’s test p value < 0.05 and |z-score|> 2 were included.

For identifying Gene Ontology terms significant in our data, EnrichGO package in R was used. Helicase and kinase activity were prominent molecular function (MF) identified (Supplementary Fig. 12A). In biological processes (BP) we observed predominance of replication, division, chromosome segregation in downregulated gene lists across multiple dose groups (Supplementary Fig. 12B). Metabolism and immune process related terms such as ethanol metabolic process and leukocyte cell–cell adhesion were identified in the upregulated gene lists at 72 h (Supplementary Fig. 12B). These results bear high correlation to the IPA findings. The two methods validate each other. Chromosome, kinetochore, extracellular matrix, ER lumen, and lipid droplet were the cellular component (CC) terms significant in our data (Supplementary Fig. 12C).

### Correlation between differentially expressed miRNAs and mRNAs

We employed the IPA mRNA Target Filter to identify the differentially expressed mRNAs which were targets of the differentially expressed miRNAs and thus inversely regulated for each dose (Table 1). These targets were examined to study mechanisms and to act as an internal control for a biomarker. A down biomarker may be difficult to assay, but its correlative up biomarker enhances confidence for medical decision-making. No inversely correlated miRNA-mRNA pairs were found for 1 Gy and 2 Gy doses at the 24 h time-point. The general trend across all the data variables in the inversely paired miRNA-mRNAs was that the miRNA expression was induced while the target expression was repressed. Furthermore, while few miRNAs were consistently regulated across different doses, their inversely correlated target mRNAs were different. hsa-miR-1-3p was consistently induced and its mRNA targets *IQGAP3* (IQ Motif Containing GTPase Activating Protein 3) and *UHRF1* (Ubiquitin Like With PHD And Ring Finger Domains 1) were consistently repressed in response to 2–10 Gy at the 72 h time-point. 

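miR-10b-5p, a HOXD miRNA linked to endothelial sprouting, was higher at 10 Gy and 72 h (log2 fold change 0.76, SE 0.20, adjusted p = 0.00152), although not by 1.5-fold with library totals (0.50). It did not pass the test at 2 Gy (0.55, SE 0.20, adjusted p = 0.0532) or 4 Gy (0.49, SE 0.20, adjusted p = 0.0649), and at 2 Gy it did with RLE factors (0.59) and without 0 Gy replicate 3 (0.76). miR-1246 was higher at 8 Gy and 24 h (0.66, SE 0.18, adjusted p = 0.0252), a call lost without replicate 1 (0.62) or 2 (0.65) of 0 Gy or replicate 1 (0.51) or 2 (0.62) of 8 Gy. miR-143-3p, abundant in smooth muscle, rose by less than 1.5-fold there (0.42, SE 0.12, adjusted p = 0.0198). miR-10a-5p rose by 0.43 (SE 0.06, adjusted p = 3.95e-08) at 8 Gy and 72 h and let-7f-5p by 0.46 (SE 0.10, adjusted p = 0.000475) at 10 Gy and 72 h. miR-1197, of the 14q32 cluster, did not pass the test at 8 Gy and 72 h (0.51, SE 0.24, adjusted p = 0.115). Among those that fell, miR-1908-5p had a log2 fold change of -0.86 (SE 0.25, adjusted p = 0.00811) at 4 Gy and 72 h, a call lost without 4 Gy replicate 1 (-0.74). let-7c-3p fell at 10 Gy and 24 h (-0.69, SE 0.19, adjusted p = 0.0116), a call lost without 0 Gy replicate 1 (-0.60) or replicate 2 (-0.58) or 3 (-0.55) of 10 Gy. At 2 Gy and 72 h its log2 fold change was -0.67 (adjusted p = 0.00375, and -0.58 without a call when 2 Gy replicate 1 was left out). miR-122-5p, the main miRNA of hepatocytes, and miR-122b-3p of its opposite strand had the same counts in all 6 libraries, 25 over the 3 of 10 Gy and 5 over the 3 of 0 Gy at 72 h, too few for the filter. Without the filter their adjusted p was 0.0927. The target mRNAs were not analysed here.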

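miR-1-3p, which restrains proliferation in muscle and many tumours, has loci on chromosome 18 (21829004 to 21829088, MIR133A1HG) and chromosome 20 (62554306 to 62554376) of GRCh38. It had 0 counts in all 3 libraries of 0 Gy at 72 h. Over the 3 libraries of each dose it had 9 counts at 2 Gy (0 to 7 per library), 13 at 4 Gy (0 to 8), 6 at 8 Gy (1 to 3) and 9 at 10 Gy (1 to 6). Against a floor of 3 counts over the 0 Gy group, scaled by library totals, the ratio was 2.75 at 2 Gy, 3.74 at 4 Gy, 1.65 at 8 Gy and 2.28 at 10 Gy. These ratios leave out the counting error of the irradiated libraries, so they are not lower bounds. The counts of miR-1-3p did not pass the filter. In edgeR without the filter the adjusted p was 0.115 at 2 Gy, 0.0355 at 4 Gy, 0.184 at 8 Gy and 0.0726 at 10 Gy. At 2 Gy and 4 Gy at least 1 library of each dose also had 0 counts, so a difference from 0 Gy was not detectable in every library at this depth. Its mRNA targets were not analysed here.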

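miR-942-5p, encoded in an intron of TTF2 on chromosome 1 of GRCh38 (117094643 to 117094728) and linked to Wnt signalling, was repressed at both time-points. It measured 16.2 ± 2.46 CPM (SD, n = 3) at 0 Gy and 9.99 ± 0.879 at 4 Gy at 24 h (log2 fold change -0.69, SE 0.18, adjusted p = 0.0188). At 72 h it measured 14.0 ± 0.384 at 0 Gy, 8.70 ± 0.140 at 4 Gy (-0.68, SE 0.18, adjusted p = 0.00352) and 7.31 ± 0.402 at 8 Gy (-0.93, SE 0.19, adjusted p = 5.53e-05). The call at 4 Gy and 24 h was lost without 0 Gy replicate 1 (-0.56) or replicate 2 (-0.64) or 3 (-0.67) of 4 Gy. miR-100-3p, the passenger strand of a miRNA that restrains mTOR, lies in MIR100HG on chromosome 11 (122152229 to 122152308). At 72 h it had 19 to 30 counts per library at 0 Gy, 6 to 9 at 8 Gy (-1.67, SE 0.46, adjusted p = 0.00348) and 5 to 17 at 10 Gy (-1.46, SE 0.45, adjusted p = 0.00768). The call at 10 Gy was lost without 0 Gy replicate 1 (-1.21) or replicate 2 (-1.16) or 3 (-1.14) of 10 Gy. miR-506-3p, of a miRNA cluster on chromosome X (147230720 to 147230843) best known from testis, had 1 count over the 3 libraries of 0 Gy at 72 h. It had 12 at 8 Gy (0 to 9 per library) and 15 at 10 Gy (0 to 10). Between counts scaled by library totals the ratios were 9.89 (95% exact interval 1.46 to 423) and 11.4 (1.75 to 480). These intervals cover counting error only and leave out the spread between libraries. miR-506-3p did not pass the filter, and without the filter its adjusted p in edgeR was 0.243 at 8 Gy and 0.153 at 10 Gy. miR-514a-3p of the same cluster (147279247 to 147279344) was the member that passed the filter, with 0 counts at 0 Gy and 80 at 10 Gy over 3 libraries at 72 h (edgeR adjusted p = 2.68e-08). Against a floor of 3 counts at 0 Gy the ratio was 20.3, which leaves out the counting error at 10 Gy. The 14 members in the table summed to 0 to 1 counts per library at 0 Gy and 72 h, with a mean of 0.667, against 39.0 (21 to 65) at 8 Gy and 49.3 ± 8.08 (SD, n = 3; 42 to 58) at 10 Gy.

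**Figure D3:**
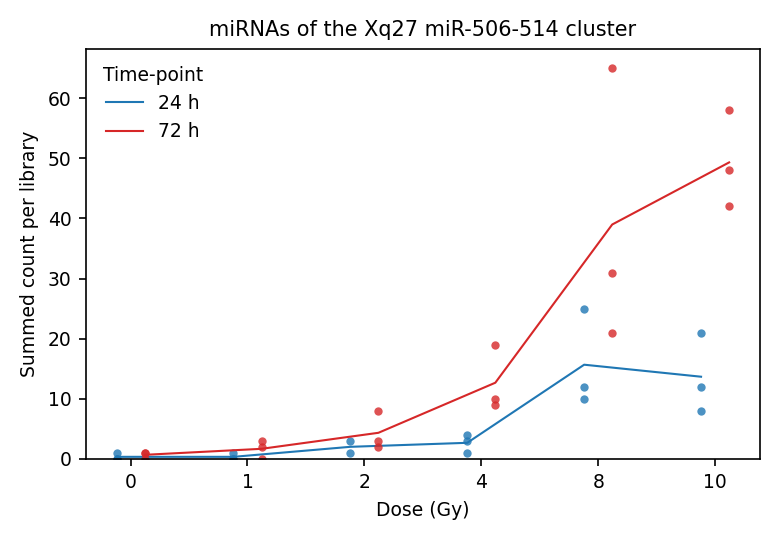
Summed count of the miR-506 to miR-514 cluster on chromosome X (y axis) against dose in Gy (x axis) at 24 h and 72 h, each point 1 library. At 72 h the libraries of 10 Gy lie between 42 and 58.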

Other targets like *POLA1* (DNA Polymerase A1), *NOTCH2* (Notch Receptor 2) and *BRI3BP* (BRI3 Binding Protein) were also downregulated in 4 Gy and higher doses. hsa-miR-942-5p was repressed at 4 Gy-24 h, 4 Gy-72 h and 8 Gy-72 h while its target mRNA *PLTP* (Phospholipid Transfer Protein) was induced at these dose-time-point combinations. hsa-miR-506-3p was induced in response to 8 Gy and 10 Gy at the 72 h time-point and several of its targets were downregulated. hsa-miR-100-3p was also repressed at 8 Gy and 10 Gy at 72 h and its targets *SOCS2* (Suppressor Of Cytokine Signaling 2) and *CYTL1* (Cytokine Like 1) were induced.

**Table 1:** Conversely regulated miRNAs and their mRNA targets identified using the miRNA Target Filter Analysis in IPA.

miRNA	miRNA log ratio	Gene target	Gene log ratio
**4 Gy—24 h**			
hsa-miR-942-5p	−0.594	PLTP	0.66
**8 Gy—24 h**			
hsa-miR-143-3p	*0.504*	PLK1	**−2.044**
hsa-miR-1246	*0.731*	DSCC1	**−2.08**
**10 Gy—24 h**			
hsa-let-7c-3p	*−0.561*	BTG1	**0.555**
**1 Gy—72 h**			
hsa-let-7c-1-3p	*−0.898*	SERPINE2	**0.729**
**2 Gy—72 h**			
hsa-let-7c-3p	*−0.57*	SERPINE2	**1.094**
hsa-miR-10b-5p	**0.643**	FAM111B	*−0.63*
hsa-miR-1-3p	**4.735**	IQGAP3	*−0.851*
hsa-miR-1-3p	**4.735**	UHRF1	*−0.814*
**4 Gy—72 h**			
hsa-miR-1908-5p	*−0.763*	VPS37D	**0.645**
hsa-miR-1908-5p	*−0.763*	HCN2	**0.768**
hsa-miR-1908-5p	*−0.763*	SEPTIN5	**0.787**
hsa-miR-1908-5p	*−0.763*	MDGA1	**1.172**
hsa-miR-1908-5p	*−0.763*	OLFM2	**2.2**
hsa-miR-1908-5p	*−0.763*	CYS1	**3.283**
hsa-miR-1908-5p	*−0.763*	GBP5	**4.183**
hsa-miR-1908-5p	*−0.763*	PRODH	**4.365**
hsa-miR-942-5p	*−0.591*	PLTP	**1.088**
hsa-miR-10b-5p	**0.584**	FAM111B	*−1.413*
hsa-miR-10b-5p	**0.584**	FIGN	*−0.599*
hsa-miR-1-3p	**5.176**	IQGAP3	*−1.72*
hsa-miR-1-3p	**5.176**	UHRF1	*−1.574*
hsa-miR-1-3p	**5.176**	ANP32B	*−1.136*
hsa-miR-1-3p	**5.176**	CKS1B	*−0.969*
hsa-miR-1-3p	**5.176**	AXL	*−0.84*
hsa-miR-1-3p	**5.176**	POLA1	*−0.815*
hsa-miR-1-3p	**5.176**	BRI3BP	*−0.731*
**8 Gy—72 h**			
hsa-miR-100-3p	*−1.525*	SOCS2	**0.766**
hsa-miR-100-3p	*−1.525*	CYTL1	**1**
hsa-miR-942-5p	*−0.786*	PLTP	**1.526**
hsa-miR-10a-5p	**0.587**	FAM111B	*−3.167*
hsa-miR-10a-5p	**0.587**	SNX22	*−2.093*
hsa-miR-10a-5p	**0.587**	SDC1	*−0.676*
hsa-miR-10a-5p	**0.587**	FIGN	*−0.659*
hsa-miR-10a-5p	**0.587**	TFRC	*−0.634*
hsa-miR-1197	**0.652**	PIR	*−0.996*
hsa-miR-506-3p	**3.194**	UHRF1	*−2.911*
hsa-miR-506-3p	**3.194**	CDCA7	*−2.78*
hsa-miR-506-3p	**3.194**	LMNB1	*−2.53*
hsa-miR-506-3p	**3.194**	LHX9	*−2.522*
hsa-miR-506-3p	**3.194**	DHCR24	*−1.542*
hsa-miR-506-3p	**3.194**	PRRX1	*−1.542*
hsa-miR-506-3p	**3.194**	TOM1L1	*−0.97*
hsa-miR-506-3p	**3.194**	STARD4	*−0.903*
hsa-miR-506-3p	**3.194**	PHF19	*−0.892*
hsa-miR-506-3p	**3.194**	CCDC86	*−0.813*
hsa-miR-506-3p	**3.194**	NAA15	*−0.757*
hsa-miR-506-3p	**3.194**	PAQR8	*−0.589*
hsa-miR-506-3p	**3.194**	DNAJC25-GNG10	*−0.586*
hsa-miR-1-3p	**4.135**	IQGAP3	*−3.584*
hsa-miR-1-3p	**4.135**	UHRF1	*−2.911*
hsa-miR-1-3p	**4.135**	CKS1B	*−1.565*
hsa-miR-1-3p	**4.135**	AXL	*−1.235*
hsa-miR-1-3p	**4.135**	BRl3BP	*−1.041*
hsa-miR-1-3p	**4.135**	POLA1	*−1.006*
hsa-miR-1-3p	**4.135**	ANP32B	*−0.856*
hsa-miR-1-3p	**4.135**	CCSAP	*−0.813*
hsa-miR-1-3p	**4.135**	NOTCH2	*−0.728*
hsa-miR-1-3p	**4.135**	TDP1	*−0.675*
hsa-miR-1-3p	**4.135**	C2orf69	*−0.585*
**10 Gy—72 h**			
hsa-miR-100-3p	*−1.321*	SOCS2	**0.807**
hsa-miR-100-3p	*−1.321*	CYTL1	**1.259**
hsa-miR-942-5p	*−0.697*	CREG1	**0.662**
hsa-miR-942-5p	*−0.697*	IL1RAPL1	**0.938**
hsa-miR-942-5p	*−0.697*	PLTP	**1.541**
hsa-let-7f-5p	**0.608**	RRM2	*−4.639*
hsa-let-7f-5p	**0.608**	UHRF1	*−3.227*
hsa-let-7f-5p	**0.608**	PRIM1	*−1.616*
hsa-let-7f-5p	**0.608**	DOCK5	*−1.238*
hsa-let-7f-5p	**0.608**	HMGA1	*−1.072*
hsa-let-7f-5p	**0.608**	FIGN	*−1.021*
hsa-let-7f-5p	**0.608**	IGF2BP2	*−0.848*
hsa-let-7f-5p	**0.608**	STARD4	*−0.807*
hsa-let-7f-5p	**0.608**	MYC	*−0.734*
hsa-let-7f-5p	**0.608**	HMOX1	*−0.721*
hsa-let-7f-5p	**0.608**	MARS2	*−0.612*
hsa-miR-10b-5p	**0.905**	FAM111B	*−3.82*
hsa-miR-10b-5p	**0.905**	FIGN	*−1.021*
hsa-miR-10b-5p	**0.905**	SDC1	*−0.58*
hsa-miR-122-5p	**2.275**	SLC25A34	*−1.422*
hsa-miR-122-5p	**2.275**	SLC7A1	*−0.861*
hsa-miR-122-5p	**2.275**	FAM117B	*−0.582*
hsa-miR-122b-3p	**2.275**	NEK7	*−0.683*
hsa-miR-122b-3p	**2.275**	NAP1L5	*−0.583*
hsa-miR-506-3p	**3.51**	UHRF1	*−3.227*
hsa-miR-506-3p	**3.51**	LHX9	*−2.869*
hsa-miR-506-3p	**3.51**	CDCA7	*−2.84*
hsa-miR-506-3p	**3.51**	LMNB1	*−2.58*
hsa-miR-506-3p	**3.51**	PRRX1	*−1.676*
hsa-miR-506-3p	**3.51**	DHCR24	*−1.575*
hsa-miR-506-3p	**3.51**	CCDC86	*−1.006*
hsa-miR-506-3p	**3.51**	TOM1L1	*−0.992*
hsa-miR-506-3p	**3.51**	QSER1	*−0.901*
hsa-miR-506-3p	**3.51**	STARD4	*−0.807*
hsa-miR-506-3p	**3.51**	PHF19	*−0.795*
hsa-miR-506-3p	**3.51**	NAA15	*−0.698*
hsa-miR-506-3p	**3.51**	ELK3	*−0.613*
hsa-miR-506-3p	**3.51**	SLC7A2	*−0.598*
hsa-miR-506-3p	**3.51**	PAQR8	*−0.597*
hsa-miR-506-3p	**3.51**	DNAJC25-GNG10	*−0.595*
hsa-miR-506-3p	**3.51**	OAF	*−0.577*
hsa-miR-1-3p	**4.712**	IQGAP3	*−4.008*
hsa-miR-1-3p	**4.712**	UHRF1	*−3.227*
hsa-miR-1-3p	**4.712**	CKS1B	*−1.606*
hsa-miR-1-3p	**4.712**	AXL	*−1.298*
hsa-miR-1-3p	**4.712**	ANP32B	*−1.245*
hsa-miR-1-3p	**4.712**	BRI3BP	*−1.054*
hsa-miR-1-3p	**4.712**	NOTCH2	*−1.006*
hsa-miR-1-3p	**4.712**	POLA1	*−0.976*
hsa-miR-1-3p	**4.712**	NFATC2	*−0.714*
hsa-miR-1-3p	**4.712**	SLC25A22	*−0.671*
hsa-miR-1-3p	**4.712**	G6PD	*−0.652*
hsa-miR-1-3p	**4.712**	CCSAP	*−0.601*

For each dose-time-point combination inversely regulated miRNA-mRNA target pairs were identified in miRNA Target Filter analysis based on experimentally validated miRNA-mRNA interactions from mirTarBase and high-confidence predicted interactions from TargetScan. Bold indicate fold change ≥ 1.5 while italics indicate fold change ≤ 1.5. Only pairs with inverse fold change values were included.

## Discussion

Radiation-induced vascular or endothelial damage underlies normal tissue injury. For developing biomarkers for triage and treatment of individuals following whole body radiation exposure (i.e., radiation biodosimetry), including potential mitigators specifically for vascular injury, it is necessary to identify damage in a timely manner. Toward that end we performed a whole transcriptome RNA sequencing study to identify miRNAs, mRNAs and lncRNAs expressed in a radiation dose and time dependent manner in cultured primary human aortic endothelial cells. The dose range chosen for the study is based on whole body radiation responses: 1 Gy likely produces symptoms but little acute risk (it does increase lifetime risk for developing cancer); 2–4 Gy are where mitigators of hematological toxicity (the acute radiation syndrome- ARS) are needed to avert the risk of bone marrow toxicity related infection and death; 8–10 Gy will likely result in death in the first few weeks-to- months and certainly months to years later from the delayed effect of acute radiation exposure (DEARE) with fibrosis and organ failure^39^. and > 10 Gy is almost invariably fatal within days^40^.

A critical distinction for triage is being able to define a population that does not need medical care for radiation exposure. We identified several mRNAs (*SELE*, *ASPM*, *ATAD*, *ATAD5*, *AUNIP*, *BCL2L12*, *BRCA1*, *BRCA2*, *C12orf48*, *C14orf145*, *C21orf58, ACHE, ASS1, CSMD1, DNER, EBF4, PRDM1, SERPINE2 and SULT1A1*), miRNAs (miR-128-1-5p, miR-146a-5p, miR-181a-5p, miR-22-3p, miR-125b-1-3p, miR-222-5p, miR-27a-5p, miR-3529-3p, miR-7-5p, miR-7974-5p and miR-92a-1-5p) and lncRNAs (CTD-216H16-4, RP11-E4.1, RP11-727A23.5, RP5-890E16.2, DLEU2, HELLPAR and RP5-108D14.6) which can differentiate unirradiated from dosed samples. Of these, *HELLPAR* has been shown to play a role in the manifestation of HELLP syndrome, an endothelial cell related syndrome that occurs during pregnancy^41^. Interestingly, none of these lncRNA have previously been shown to be regulated in a radiation-dependent manner. *SELE*, *ASPM*, *ATAD*, *ATAD5*, *AUNIP*, *CSMD1*, *DNER* and *EBF4* are also novel targets of radiation identified in this study.

The IPA analyses show that at the shorter time-point of 24 h, a general repressive theme emerged in response to 1–8 Gy even though the most important nodes were identified as activated (CDKN1A—1–4 Gy; P53—8 Gy). In response to 10 Gy however, IPA analysis revealed general activation orchestrated by P53. In contrast, three days post-radiation, the general theme across all doses was one of activation orchestrated by P53 at all doses except 4 Gy (IFNG was highest node at 4 Gy). We would interpret these data as follows. Immediate response of the endothelial cells from low (1 Gy) to medium–high doses (8 Gy) is to shut-down cellular machinery. But by the 72 h time-point, cells have set into motion pathways and axes of repair and regeneration in order to rectify the damage induced. At the highest dose (10 Gy), however, cells are responding at the 24 h in a similar way that they respond at the 72 h for even the lower doses. This suggests speedier orchestration of repair pathways when damage sustained is very high. Delving into the identity of the node points suggests that primarily, cells have stalled DNA replication and all cell-division related signals at the 24 h time-point for 1–8 Gy. But in response to 10 Gy, cells in addition have also activated apoptosis and immune related signals (TNF, IL1B and IFNG). Immune signals were identified at the 72 h for all doses as well. At the 2 Gy dose, endothelial cells were projected to secrete signals which potentially could influence processes such as adhesion and migration of different blood cell types. For 4–10 Gy doses, these potential effects seem to have strengthened by secretion of more diverse interleukins and other cytokines. Angiogenesis and senescence were other processes which were predicted by IPA at the 72 h time-point. These various data together might imply the following. One day after radiation, endothelial cells were involved in immediate resolution of direct radiation damage by stalling cell-cycle pathways. But by the third day, cells were sending out signals for immune cells to further repair the damage. Angiogenesis signals were generated to repair whatever gaps were created in the endothelial monolayer. Senescent signals were another way endothelial cells reacted to endure and survive the radiation damage^31^. Similar pathway differences have been observed by other groups in endothelial cells in response to radiation^27,30,31^.

Regarding mechanism of injury, cumulative observation of the pathways disrupted over time indicated that radiation exposure affected apoptotic, mitotic and senescent pathways across all dose-timepoint combinations. Immune-related signals were observed at higher doses at 24 h and across all doses greater than 2 Gy at the 72 h. While induction of apoptotic and necrotic pathways was expected, deregulation of mitosis-related pathways was not. Endothelial cells achieve growth arrest on reaching confluence. It appears that radiation exposure activates proliferation in endothelial cells, which has previously been observed by several groups too^42^. Endothelial cells release increased amounts of growth factors such as PDGF in response to radiation^42^. Endothelial and smooth muscle cell proliferation after radiation has been linked to vascular occlusion and onset of fibrosis^42^. We speculate that radiation damage caused cell-death creates gaps across the endothelial cell monolayer and cells activate their cell-cycle pathways to repair those gaps. It is possible that the inability to divide, owing to excessive DNA damage even though cell-cycle pathways were activated, led to the observed induction of senescence and fibrosis pathways^43^.

To summarize the important observation of this study for mass casualty radiation biodosimetry is a time- and dose-dependent activation which is instructive for designing triage decisions and planning immediate therapies. These findings could help establish a point-of-care assay for delineating ‘0 Gy’ or the unexposed populations, who need no further assessment of radiation injury, besides differentiating doses based on a decision tree approach.

Future studies would investigate if these markers could inform development of a biodosimetry assay for differentiating radiation-exposed from those concerned citizens/not-exposed. Pathway analysis presented an interesting picture where cell-cycle stalling processes happened one day post-radiation and immune response orchestration was predicted three days post-radiation. This suggests that prudent application of radiation mitigation therapies would require understanding both dose and time-point effects. We plan to expand these investigations to longer times after radiation in our future studies. To learn if these changes are reflected in secretions of endothelial cells, we are characterizing extracellular vesicles originating from these cells. While speculative, the dose-time-effect information might have utility in the development of biomarkers for clinical radiotherapy to understand both how and when in the course of treatment endothelial cells respond/adapt to the radiation treatment.

## Materials and methods

### Cell culture and radiation

Primary human aortic endothelial cells were purchased from Cell Applications, Inc (California, US). All experiments were performed within five-six passages. Cells were grown and maintained in human EC Growth Medium (# 211-500, Cell Applications, Inc, US). Subculturing reagent kits (# 090K, Cell Applications Inc., US) comprising of Hank’s buffered saline solution (HBSS), Trypsin/EDTA, and trypsin neutralizing solution were used for expanding the cells. For irradiation, cells were plated in 60 mm dishes and allowed to reach confluence. Media was changed and cells were irradiated in an X-ray irradiator for various doses (0 Gy, 1 Gy, 2 Gy, 4 Gy, 8 Gy and 10 Gy). Irradiation was delivered at room temperature using 320 kV X-rays at a dose rate of 2.3 Gy/min from the PANTAK high frequency X-ray generator (Precision E-ray Inc., N. Bedford, CT). The irradiator is periodically serviced, calibrated and maintained (R3 X-Ray, LLC, Hudson, FL). No additional filters were used to modify the x-ray beams. Cells were incubated post-exposure for 24 and 72 h. Cell-lysates were prepared using Trizol (Qiazol, Qiagen) at the end of the time-points and stored in -80C until further processing. All experiments were performed in triplicates (n = 3; N = 36) at both time-points.

### RNA isolation

RNA was isolated using the miRNeasy kits (#217004, Qiagen) following the manufacturer’s protocol. Briefly, cells were lysed in 700 µl Qiazol Lysis Reagent. 140 µl chloroform was added and tubes were vigorously shaken. Tubes were centrifuged at 12,000*g* for 15 min at 4 °C for phase separation. The upper aqueous phase was transferred into a fresh tube and 1.5 volumes of 100% ethanol was added to precipitate out the RNA. The solution was loaded onto the RNeasy Mini columns and centrifuged at 12,000*g* for 30 s. RNA was left bound to the columns while the liquid phase passed through. RNA was washed with buffers RWT and RPE to remove any bound salts and impurities. The purified RNA was eluted by loading 20–30 µl of RNase-free water onto the column. RNA concentrations were quantified using Nanodrop spectrometer and RNA quality was assessed using Bioanalyzer.

### lncRNA inclusive library preparation and sequencing

lncRNA sequencing was performed by Novogene (Novogene, Sacramento, CA) using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, US; catalogue # 20020597) with Illumina Ribo-Zero Plus rRNA Depletion kit (Illumina, US; catalogue # 20037135) following manufacturer’s instructions. Sequencing runs were performed on Novaseq 6000 S4 system (Illumina, US). Briefly, Poly-A tailed RNA was purified from total RNA using poly-T oligo attached magnetic beads. The purified RNA was fragmented and reverse-transcribed into first strand cDNA using random primers. Second strand cDNA synthesis was performed using dUTP to preserve strand specific information. 3’-ends were repaired with adenylation. Adapters were ligated for strand selection and sequencing priming. PCR amplification was followed by purification. The quality of the amplified library was assessed on Bioanalyzer, and libraries were quantified on Qubit Fluorometer (Themo Fisher Scientific, US). Sequencing reactions were performed to generated 150 bp paired-end reads.

### lncRNA sequencing data quality assessment and analysis

The original image data file was transformed into sequence reads (raw reads) by CASAVA base recognition software. Raw reads were stored as FASTQ files containing read sequences and corresponding base quality. All samples had Q30 Phred score > 93% and Q20 Phred score > 97%. Raw reads were filtered to remove adaptor containing reads, reads containing > 10% undetermined bases and reads with quality score of less than five for 50% bases. The clean reads were aligned to the human reference genome hg38 by HISAT2 v2.0.4. Greater than 75% of clean reads mapped to the genome in all samples. HTSeq was used to identify distribution of the mapped reads to known RNAs. rMATS v3.2.5 was used to distribute reads to alternatively spliced transcripts. StringTie v1.3.1 software was used to assemble and quantify the expression of isoforms keeping the isoform set as small as possible. Fragments per kilobase of transcript sequence per million bases sequenced (FPKM) levels were calculated for differential gene expression analysis. DEseq was used to identify transcripts differentially expressed in each condition compared to 0 Gy control samples satisfying an adjusted p-value < 0.05 and fold change ≥ 1.5.

### lncRNA filtering

Transcripts with potential lncRNA functions were filtered. Low confidence single exon transcripts were discarded. Transcripts longer than 200 bp were selected. Annotations were added for known lncRNA transcripts in Cuffcompare v2.1.1 and transcripts with FPKM < 0.5 were removed. Finally, coding potential filter was applied, and 2186 transcripts were identified as lncRNAs by CPC cpc-0.9-r2, CNCI v2, Pfam Analysis v1.3 and PhyloCSF v2012028 softwares.

### Small RNA seq library preparation

The small RNA libraries were prepared using the Qiaseq miRNA Library Preparation Kit (Qiagen, Hilden, Germany; catalogue no. 331505) following manufacturer’s instructions. Briefly, a universal preadenylated DNA adapter is added to the 3’ ends and an RNA adapter is ligated to the 5’ end. cDNA was synthesized using 3’-adapter as the primer. cDNA was subsequently cleaned up using magnetic QIAseq beads (provided with the library prep kit) and libraries were amplified and different 6-nt indices were included for each sample to enable sample identification after multiplexing. Library sizes were assessed using Bioanalyzer and average library sizes were around 180 bp. Samples were pooled and sequenced on Illumina Hiseq X sequencer generating 10 million single end reads per sample.

### Small RNAseq data quality assessment and analysis

Original image data files from high throughput sequencing were translated into sequence reads by CASAVA base calling. These raw reads were stored as FASTQ files containing the sequences and corresponding base quality. The Q20 and Q30 Phred scores for all samples were above 98%. Reads with low quality, containing adaptors, and containing > 10% uncertain bases were removed. Length distribution of data revealed highest concentration of RNAs between 20 and 24 nt length for all samples. The filtered reads were mapped to the human genome hg38 using Bowtie. Reads mapping to rRNA, tRNA, snRNA and snoRNA were removed. The remaining mapped reads were compared with specific sequences in miRbase to obtain information on well annotated miRNAs. sRNA reads aligning to repetitive sequence of the genome were also removed. Reads aligning to the exons and introns of mRNAs were also removed. Novel miRNA sequences were predicted using miREvo and mirdeep2 algorithms. The expressions of known and uniquely identified miRNAs were normalized by TPM (transcripts per million) for each sample as per the formula raw count*1,000,000/library size. Library size being the total sample miRNA counts. Differentially expressed miRNAs were identified in DESeq2 satisfying an adjusted p-value < 0.05 between pair-wise comparison of each dose with 0 Gy control samples.

### Statistical analysis for 0 Gy markers and dose-differentiating markers

Differential expression analysis was performed using glmLRT of edgeR package in R. Input for edgeR package is the count data that will be sequentially processed for gene length correction followed by linear model of the negative binomial family. The most significantly regulated genes across all doses at either 24 h or 72 h were selected by applying linear regression model with FDR ≤ 0.05 and log2 |FC|> 1.5. using tree model in rpart package in R. Importance for the biomarker signatures was measured after threefold cross validation by Bagging (Bootstrap Aggregating) algorithm to improve model accuracy in regression and classification problems. Bagging is one of the ensemble learning methods where multiple models made from separated subsets of train data, and constructing a final aggregated and more accurate model by bagging algorithm. Importance was measured as an index of the reduction in the loss of function (e.g., mean squared error) attributed to each variable at each split which was tabulated as the sum.

### Data availability

All the sequencing data and methodology details have been submitted to GEO under the accession number GSE202121. It includes sub-series GSE202119 and GSE202120 for small RNA seq and lncRNA seq data.

### Quantitative RT-PCR

qRT-PCR was performed for a select set of genes on an independent set of samples radiated with either 0 Gy, 1 Gy, 2 Gy, 4 Gy, 8 Gy or 10 Gy for 24 h and 72 h (n = 4; N = 48). One µg of RNA was reverse transcribed using the RT2 First Strand kit (Qiagen, US). 10 ng cDNA was used in each reaction for PCR reactions using RT2 SYBR Green qPCR master mix (Qiagen, US). Gene primers were purchased from Qiagen and are listed here: *CSMD1* (PPH19714A), *PRDM1* (PPH18652C), *EBF4* (PPH15569B), *DNER* (PPH14738A), *ASS1* (PPH13206E), *ACHE* (PPH12939A), *ASPM* (PPH1519B), *SERPINE2* (PPH08354A), *SULT1A1* (PPH01565B), *SELE* (PPH00683F), *BRCA2* (PPH00321F), *ATAD5* (PPH17239A), *ATAD2* (PPH16398A), *BCL2L12* (PPH16195F), *AUNIP* (PPH12740A), and *BRCA1* (PPH00322F). PCR reactions were performed in ABI QuantStudio. *GAPDH* (Qiagen, PPH00150F) was used as the normalizing gene. Fold change values were calculated as follows:

$$\begin{gathered} {\text{dCT}}_{{{\text{gene}}\_{\text{sampleA}}}} = {\text{ CT}}_{{{\text{gene}}\_{\text{sampleA}}}} {-}{\text{ CT}}_{{{\text{GAPDH}}\_{\text{sampleA}}}} \hfill \\ {\text{ddCT}}_{{{\text{gene}}\_{\text{sampleA}}}} = {\text{ dCT}}_{{{\text{gene}}\_{\text{sampleA}}}} {-}{\text{ dCT}}_{{{\text{gene}}\_{\text{control sample}}}} \hfill \\ {\text{Fold change}}_{{{\text{gene}}\_{\text{sampleA}}}} = { 2}^{{ - {\text{ddCT}}}}_{{{\text{gene}}\_{\text{sampleA}}}} \hfill \\ \end{gathered}$$

where CT is the threshold cycle number. Statistical significance was calculated by performing unpaired students’ two-tailed t-test between control and each radiation sample.

### Ingenuity pathway analysis

Pathway analysis was performed in Ingenuity Pathway Analysis (IPA) (Qiagen, US). Differentially expressed mRNA and miRNA lists were uploaded and core analyses were performed on each pair-wise comparison. Graphical summaries were generated which represent the most valuable gist of the data since pathways included in the summary must pass a fisher’s exact test (P < 0.05) and all upstream regulators must pass an additional cut-off of absolute z-score at two. Machine learning algorithms then help decide which nodes to prioritize, which connections have been established in the literature and which connections could be inferred anew. Comparisons of the most important signaling pathways and regulators in the form of graphical summaries revealed interesting patterns and differences along both dose and time axes. Comparison analyses were performed across all mRNA core analyses and miRNA core analyses outputs. miRNA Target Filter (IPA, Qiagen) analysis was used to find targets of differentially expressed miRNAs from the differentially expressed mRNA lists for each pair-wise comparison.

## Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Figure 4.

Supplementary Figure 5.

Supplementary Figure 6.

Supplementary Figure 7.

Supplementary Figure 8.

Supplementary Figure 9.

Supplementary Figure 10.

Supplementary Figure 11.

Supplementary Figure 12.

Supplementary Legends.

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6

A mRNA

Supplementary Figure 1: Principal component analysis (PCA) plots were generated in R using ggplot2 on the normalized read counts for A) mRNA, B) lncRNA, and C) miRNA data.

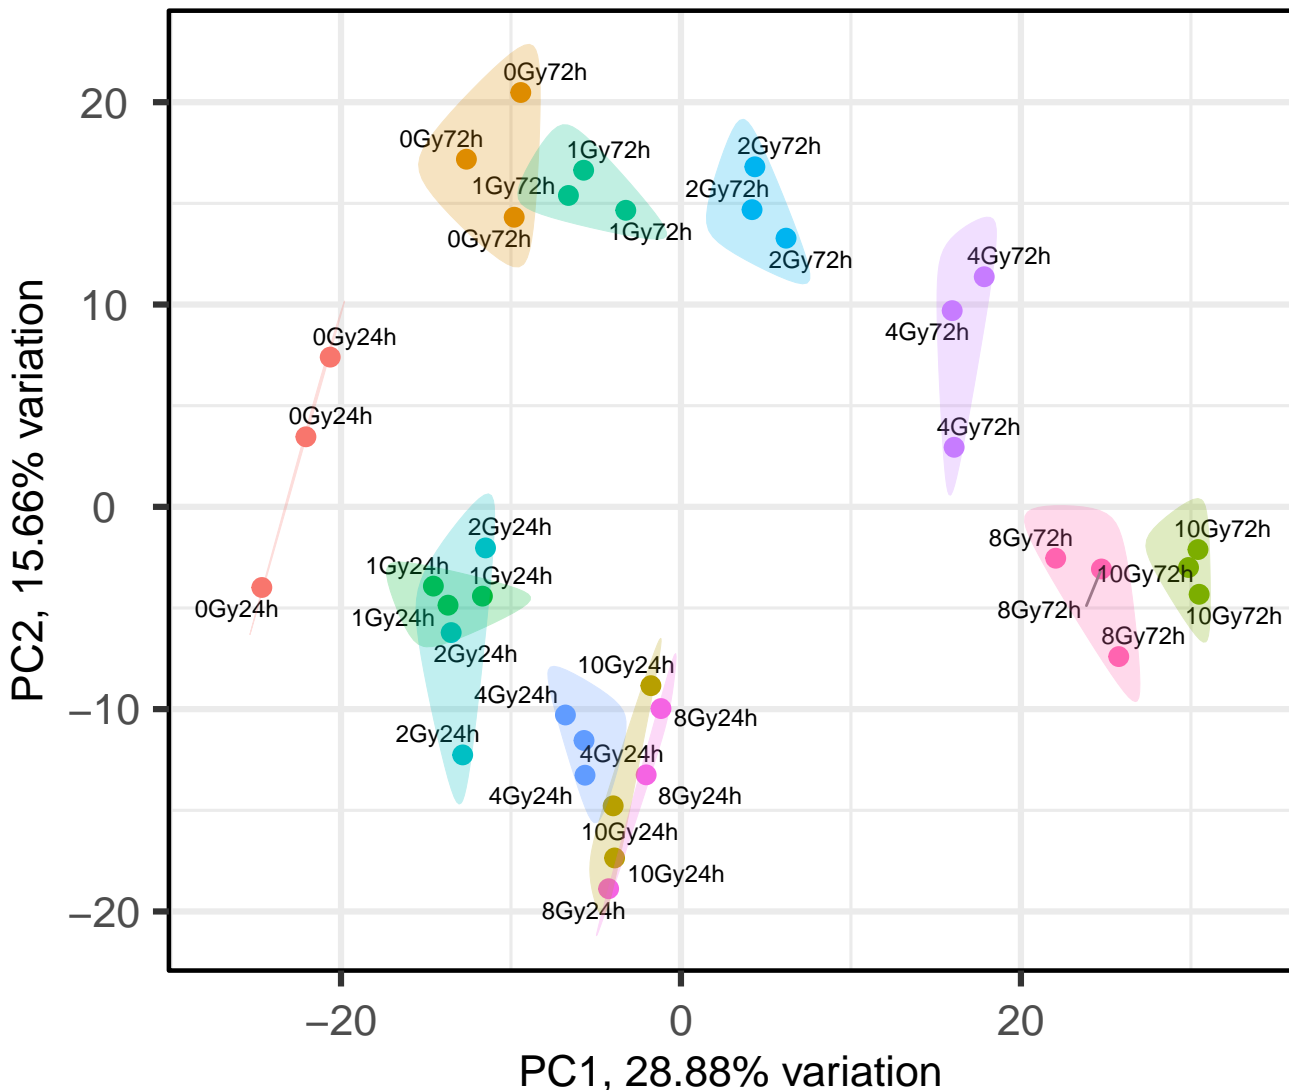

B

LNCrRNA

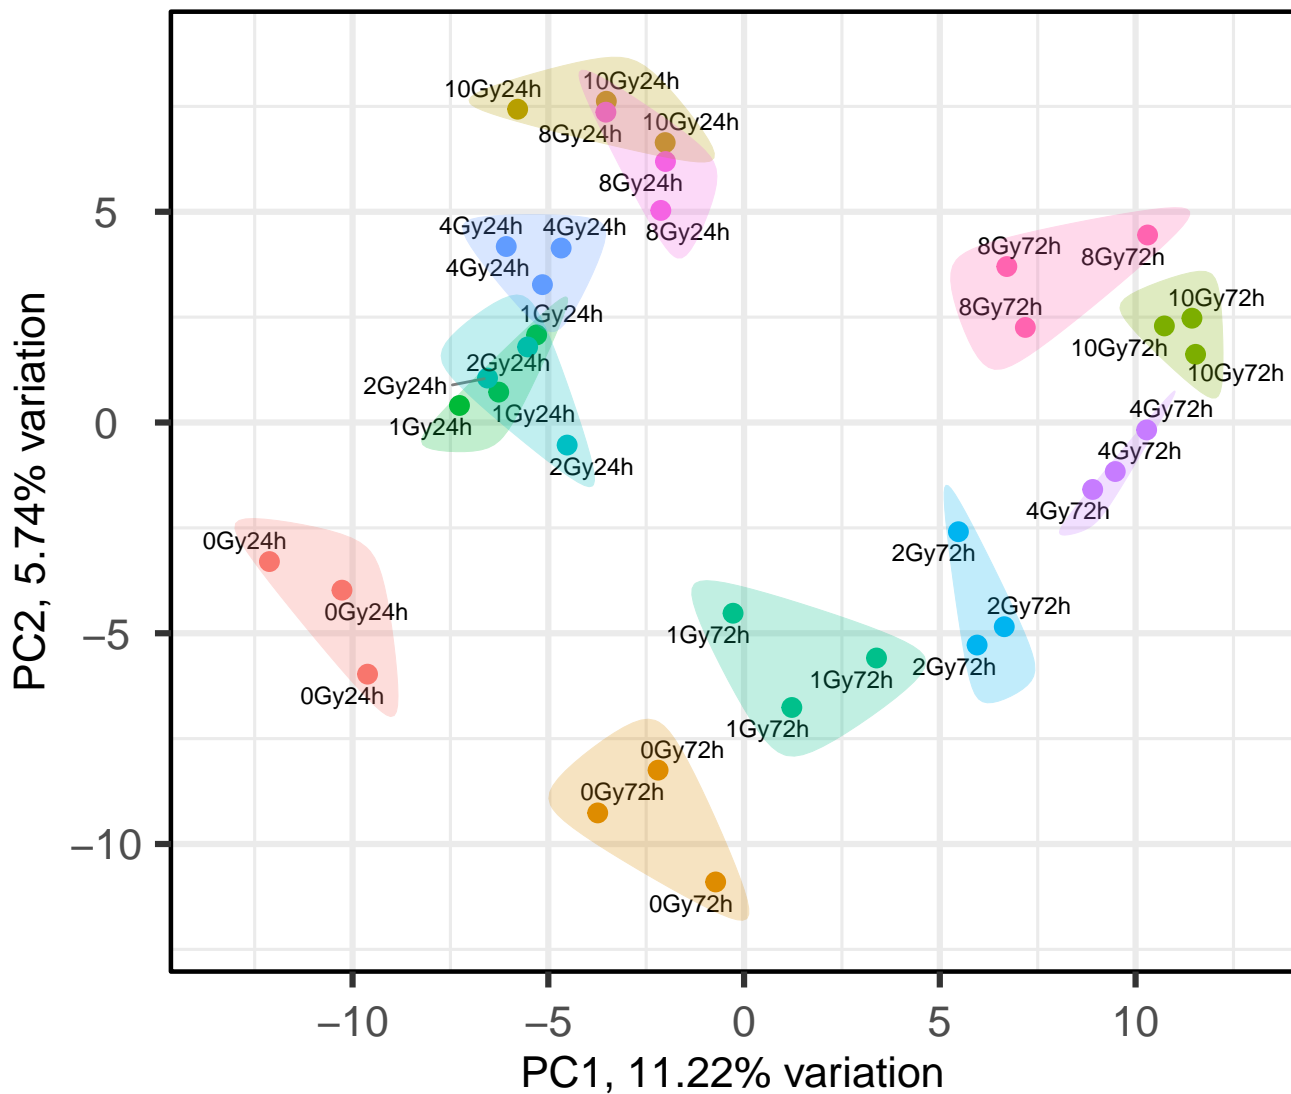

C miRNA

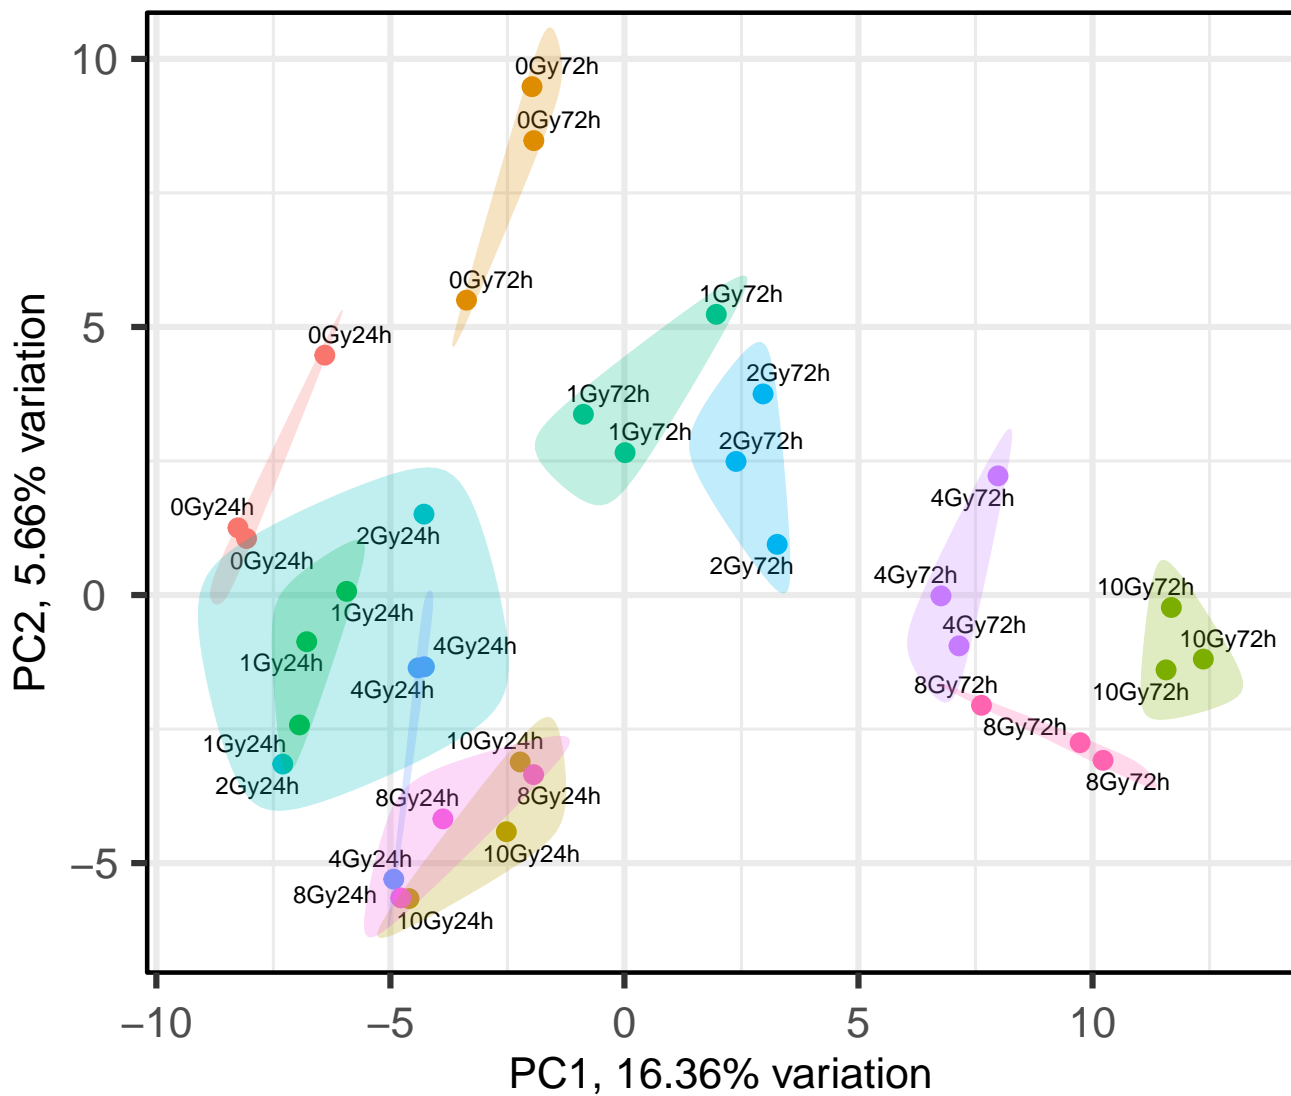

**Supplement:** Supplementary file 1 — Supplementary Figure 1.

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 2 — Supplementary Figure 2.

## Slide 1

Supplementary Figure 2: Heatmaps for differentially expressed A) mRNAs, B) lncRNAs and C) miRNAs based on ANOVA (FDR<0.05)
C miRNA
A mRNA
B lncRNA
4Gy-72h
8Gy-72h
10Gy-72h
4Gy-24h
8Gy-24h
10Gy-24h
1Gy-24h
2Gy-24h
1Gy-72h
2Gy-72h
1Gy-24h
10Gy-72h
8Gy-24h
10Gy-24h
8Gy-72h
2Gy-24h
1Gy-72h
2Gy-72h
4Gy-72h
4Gy-24h
1Gy-24h
10Gy-72h
8Gy-24h
10Gy-24h
8Gy-72h
2Gy-24h
1Gy-72h
2Gy-72h
4Gy-72h
4Gy-24h

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 3 — Supplementary Figure 3.

## Slide 1

A mRNA_24 h
E lncRNA_24 h
C miRNA_24 h
2 Gy
8
4 Gy
1 Gy
0
1
0
29
35
1
6
54
93
5
9
1
8 Gy
10 Gy
46
96
1
1
0
5
0
1
0
1
1
0
0
2
0
1
51
2 Gy
2
4 Gy
1 Gy
0
0
0
3
0
0
1
6
2
2
2
0
8 Gy
10 Gy
3
23
0
0
0
4
0
0
0
0
1
0
0
0
0
0
6
2 Gy
0
4 Gy
1 Gy
0
1
0
5
2
0
2
2
6
2
3
3
8 Gy
10 Gy
12
13
0
1
0
3
1
0
0
1
1
0
0
1
0
0
7
0
F lncRNA_72 h
B mRNA_72 h
D miRNA_72 h
2 Gy
8
4 Gy
1 Gy
5
7
0
30
162
1
0
260
9
21
1
8 Gy
0
10 Gy
111
194
2 Gy
8
4 Gy
1 Gy
2
4
0
21
1
2
56
10
7
1
0
8 Gy
10 Gy
36
55
2
4
0
11
0
0
0
1
0
0
0
0
0
1
49
2 Gy
3
4 Gy
1 Gy
2
2
0
8
9
0
0
17
0
0
0
0
8 Gy
10 Gy
23
45
0
0
0
6
0
0
0
0
0
0
0
0
0
0
14
2
5
0
42
42
1
0
0
0
0
1
0
0
0
2
4
1
176
2

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 4 — Supplementary Figure 4.

## Slide 1

Supplementary Figure 4: Venn diagrams displaying differentially expressed A) mRNAs, B) lncRNAs, C) miRNAs overlapping between the 24 h and 72 h for each dose.
A Venn diagrams showing overlap in mRNA changes between 24 and 72 h at individual doses
2 Gy
4 Gy
10 Gy
8 Gy
1 Gy
519
233
167
377
69
66
59
264
594
82
124
85
12
1
114
72 h
72 h
24 h
72 h
24 h
72 h
24 h
24 h
72 h
24 h
B Venn diagrams showing overlap in lncRNA changes between 24 and 72 h at individual doses
2 Gy
4 Gy
10 Gy
8 Gy
1 Gy
6
11
4
11
9
12
1
2
2
4
38
4
1
0
1
72 h
24 h
72 h
72 h
24 h
72 h
24 h
24 h
72 h
24 h
C Venn diagrams showing overlap in miRNA changes between 24 and 72 h at individual doses
2 Gy
4 Gy
10 Gy
8 Gy
1 Gy
16
13
147
5
193
2
74
2
6
26
205
18
13
2
4
72 h
24 h
72 h
72 h
24 h
72 h
24 h
24 h
72 h
24 h

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 6 — Supplementary Figure 6.

## Slide 1

B
miRNA 24h
A
hsa-miR-22-3p
pval = 2.75E-02
hsa-miR-181a-5p
pval = 2.02E-06
hsa-miR-146a-5p
pval = 8.19E-10
hsa-miR-128-1-5p; pval = 7.80E-07
11.8
11.6
11.4
9.5
9.0
8.5
13.0
3.0
12.8
2.5
12.6
11.2
2.0
12.4
11.0
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
hsa-miR-125b-1-3p
pval = 6.83E-07
hsa-miR-222-5p
pval = 1.80E-08
hsa-miR-27a-5p
pval = 4.47E-03
hsa-miR-27a-5p; pval = 8.19E-07
7.6
9.0
4.8
8.8
4.6
7.4
8.8
8.6
4.4
8.6
7.2
4.2
8.4
4.0
8.4
7.0
8.2
3.8
8.2
3.6
6.8
8.0
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
hsa-miR-7-5p
pval = 1.94E-07
hsa-miR-3529-3p
pval = 1.92E-07
hsa-miR-92a-1-5p
pval = 1.34E-08
hsa-miR-7974-5p
pval = 3.24E-05
5
4.0
12.0
12.0
4
3
3.5
11.5
11.5
2
3.0
11.0
11.0
1
0
2.5
10.5
10.5
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 7 — Supplementary Figure 7.

## Slide 1

Supplementary Figure 7: Dose-differentiation miRNA markers at 72 h. A) Decision tree based on the PART analysis performed in R for dose differentiation at 72 h based on the 10 miRNAs at the intersection of all doses in supplementary figure 2D. B) Plot shows relative importance of different mRNAs in dose-separation shown in (A).
A
0Gy; 1Gy; 2Gy; 4Gy; 8Gy; 10Gy
.17 ; .17 ; .17 ; .17 ; .17 ; .17
miR-146a-5p<9.1
no
yes
2Gy; 4Gy; 8Gy; 10Gy
.25 ; .25 ; .25 ; .25
 0Gy; 1Gy
 .50 ; .50
miR-181a-5p<12
miR-146a-5p<8.4
no
no
yes
yes
2Gy; 4Gy; 10Gy
.33 ; .33 ; .33
miR-3529-3p≥11
no
yes
1Gy; 2Gy
.50 ; .50
miR-146a-5p<9.4
no
yes
10Gy
1.00
4Gy
1.00
2Gy
1.00
1Gy
1.00
0Gy
1.00
8Gy
1.00
B
miR-146a-5p
miR-3529-3p
miR-181a-5p
miR-125b-1-3p
miR-7-5p
miR-22-3p
miR-7974
miR-27a-5p
miR-222-5p
miR-92a-1-5p
0 20 40 60 80 100
Importance

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 8 — Supplementary Figure 8.

## Slide 1

Supplementary Figure 8: 0 Gy lncRNA markers for 72 h. 0 Gy-72 h lncRNA markers were selected from the intersection of all doses in supplementary figure 2F.
RP11-727A23.5
pval = 1.89E-04
8.0
7.5
7.0
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
RP11-E4.1
pval = 5.95E-03
5
4
3
2
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
CTD-2165H16-4
pval = 4.55E-02
6
5
4
3
2
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
RP5-890E16.2
pval = 1.17E-02
5.5
5.0
4.5
4.0
3.5
3.0
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
HELLPAR
pval = 5.28E-05
9.0
8.5
8.0
7.5
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
DLEU2
pval = 1.38E-03
8.0
7.5
7.0
6.5
6.0
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy
RP5-1086D14.6
pval = 1.81E-09
11.0
10.5
10.0
9.5
9.0
8.5
10 Gy
0 Gy
1 Gy
2 Gy
4 Gy
8 Gy

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 9 — Supplementary Figure 9.

## Slide 1

Supplementary Figure 9: Upstream regulators (genes and proteins) identified in IPA to effect significantly different gene expression profiles across different doses. A), B) and C) represent three different views from the complete list.
Upstream regulators- genes and proteins
p ≤ 0.01; |z| ≥ 2
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
A
C
B
Activation score
-6.399 6.091

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 10 — Supplementary Figure 10.

## Slide 1

Supplementary Figure 10: Upstream regulators (drugs and chemicals) identified in IPA to effect significantly different gene expression profiles across different doses. A), and B) represent two different views from the complete list.
Upstream regulators- drugs and chemicals
p ≤ 0.01; |z| ≥ 2
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
Activation score
-6.399 6.091

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 11 — Supplementary Figure 11.

## Slide 1

Supplementary Figure 11: Disease and Biofunction terms identified in IPA to effect significantly different gene expression profiles across different doses. A), and B) represent two different views from the complete list. A) shows repressed biofunctions while B) shows activation processes and biofunctions.
Diseases and Biofunctions
p ≤ 0.01; |z| ≥ 2
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
1 Gy
2 Gy
4 Gy
8 Gy
10 Gy
72 h
24 h
A
B
Activation score
-5.194 4.732

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6

GO:Top10 MF **Supplementary Figure 12:** Gene Ontology was performed using EnrichGO package in R. Y-axis represent the top A) Molecular Function, B) Biological Process and C) Cellular Component terms across different dose time-point combinations shown along X-axis.

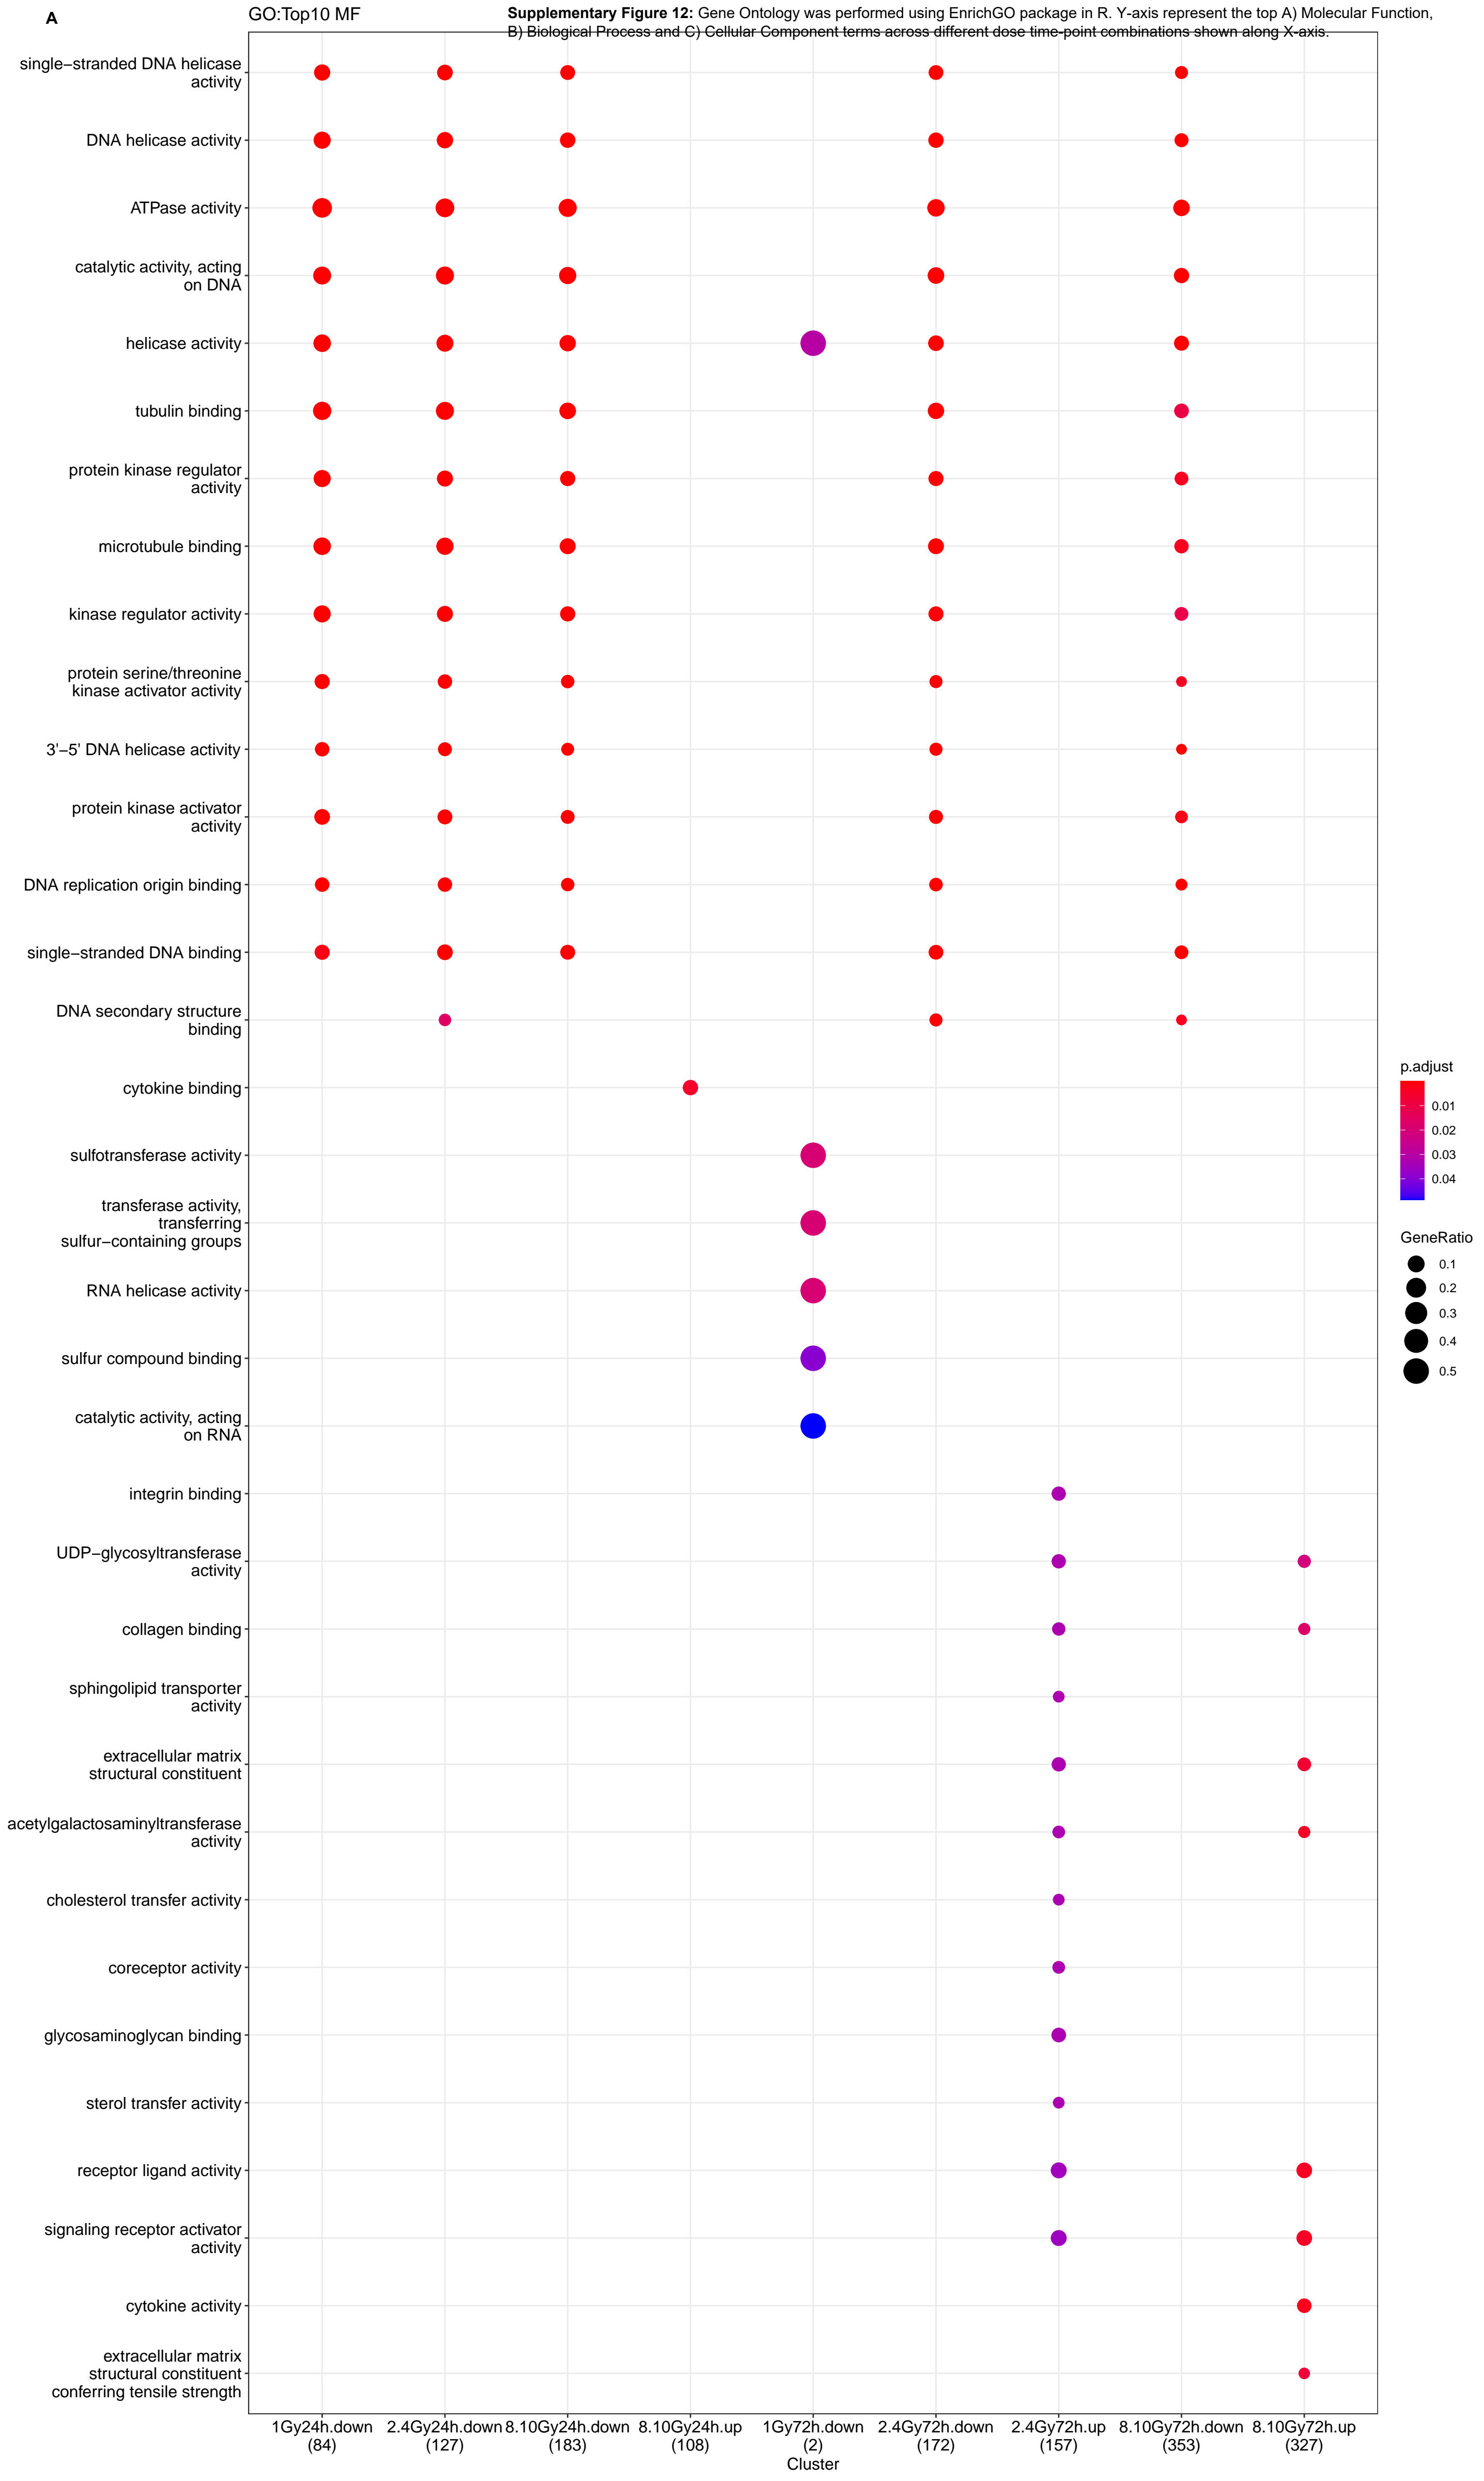

GO:Top10 BP

B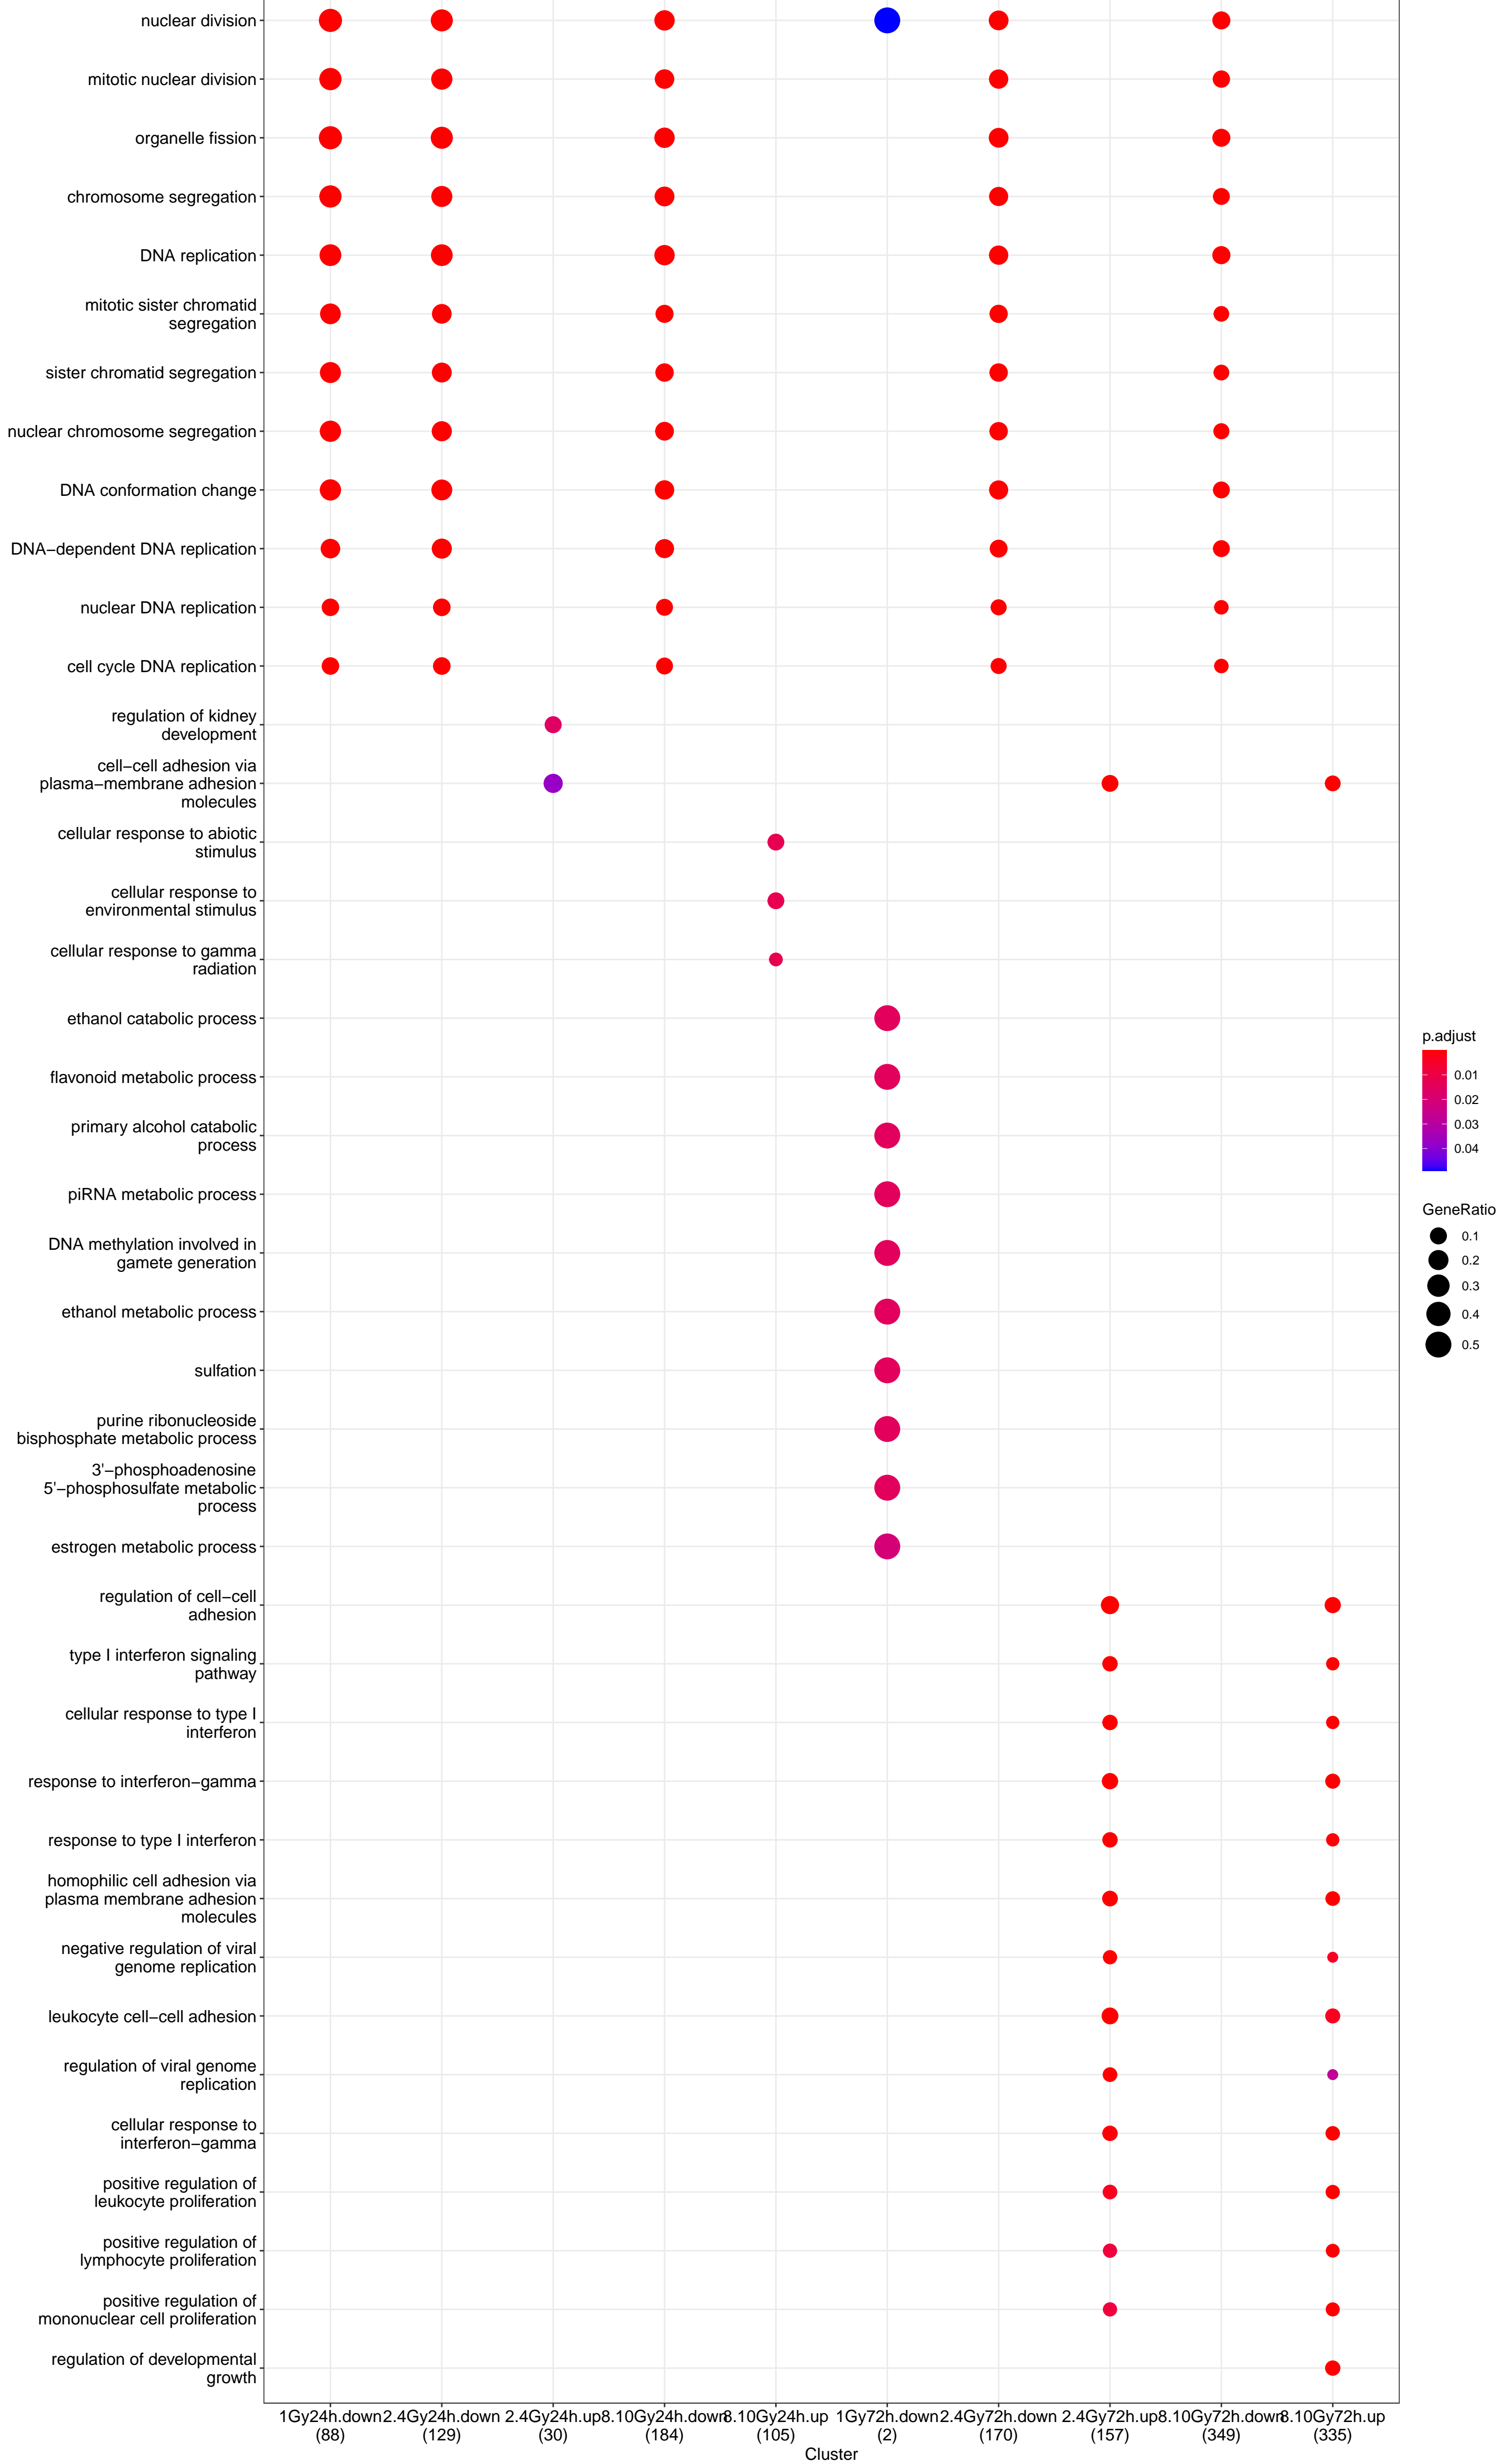

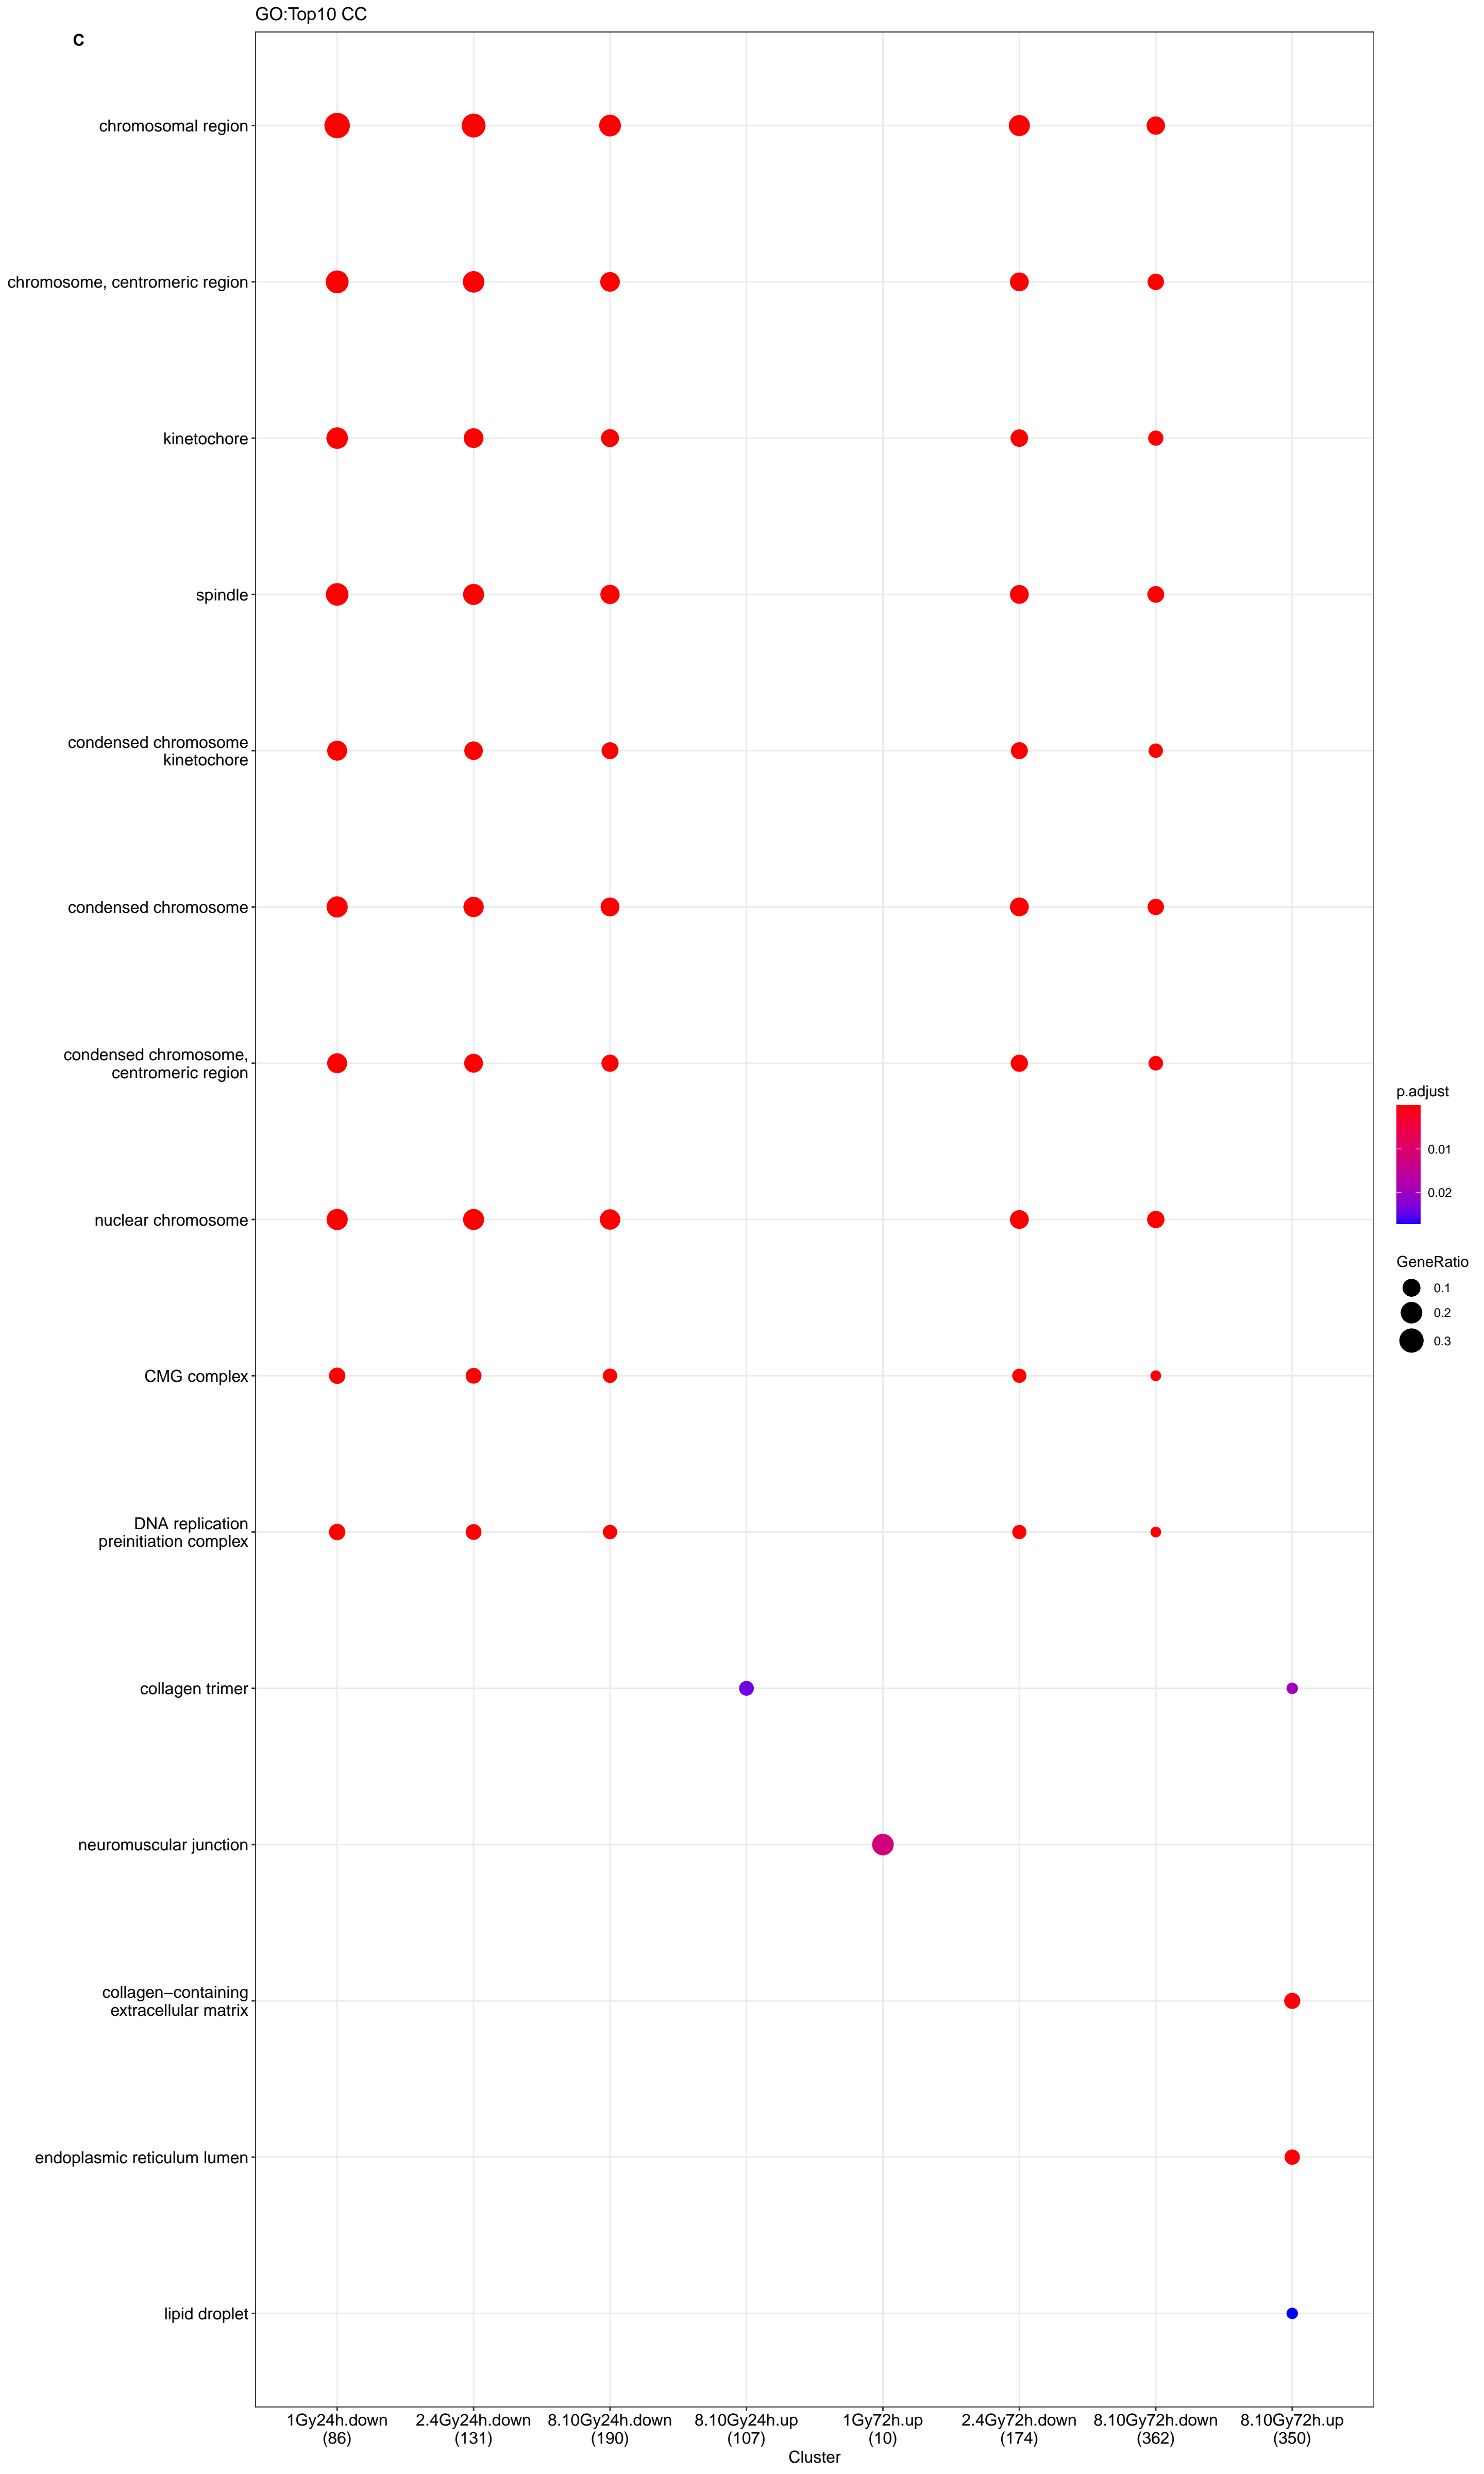

**Supplement:** Supplementary file 12 — Supplementary Figure 12.

# Supplementary material for: Profiling mRNA, miRNA and lncRNA expression changes in endothelial cells in response to increasing doses of ionizing radiation
**Source:** Sci Rep. 2022 Nov 19;12:19941. doi: 10.1038/s41598-022-24051-6
**Supplement:** Supplementary file 13 — Supplementary Legends.

**Supplementary Figure 1:** Principal component analysis (PCA) plots were generated in R using package on the normalized read counts for A) mRNA, B) lncRNA, and C) miRNA data. Different dose-time point combinations are denoted by condition and different colors to visualize clustering of similar samples. mRNA (A), lncRNA (B) and miRNA (C) data plots show distinct 24 h and 72 h areas. Each dose-time point sample tends to cluster with its same dose-time point sample or similar dose time point sample for all doses for mRNA and lncRNA. miRNA (C) plot showing overlap of 1 Gy, 2 Gy and 4 Gy at 24 h but all doses were separately clustered at the 72 h. This could result from lower number of miRNAs expressed at 24 in lower dosed samples and regulated in response to radiation which is indeed the case.

**Supplementary Figure 2:** Heatmaps for differentially expressed A) mRNAs, B) lncRNAs and C) miRNAs based on ANOVA (FDR<0.05)

**Supplementary Figure 3:** Venn diagrams displaying the overlapping and intersecting differentially expressed mRNAs, miRNAs and lncRNAs at the 24 h and 72 h time-points. Venn diagrams were generated on interactiVenn.net

**Supplementary Figure 4:** Venn diagrams displaying differentially expressed A) mRNAs, B) lncRNAs, C) miRNAs overlapping between the 24 h and 72 h for each dose. Venn diagrams were generated on interactiVenn.net

**Supplementary Figure 5:** qRT-PCR results for validating RNAseq findings. Y-axis represents fold change. Bars denote average fold change and error bars represent standard deviation (n=4). Mean CT values across 0 Gy samples was considered as control and all fold changes were calculated in comparison to that. GAPDH was used as the normalizing gene. P-values were calculated using student’s unpaired t-test. *, **, ***, and **** represent p<0.05, p<0.01, p<0.001 and p<0.0001 respectively. Different dose points are shown by different colored bars. A) Genes differentially expressed at 24 h, and B) Genes differentially expressed at the 72 h.

**Supplementary Figure 6: 0** **Gy miRNA markers for A) 24 h and B) 72 h.** 0 Gy-24 h miRNA markers were selected from the intersection of all doses in supplementary figure 2C while 0 Gy- 72 h markers were selected from the intersection of all doses in supplementary figure 2D.

**Supplementary Figure 7:** **Dose-differentiation miRNA markers at 72 h.** A) Decision tree based on the PART analysis performed in R for dose differentiation at 72 h based on the 10 miRNAs at the intersection of all doses in supplementary figure 2D. B) Plot shows relative importance of different mRNAs in dose-separation shown in (A).

**Supplementary Figure 8:** **0 Gy lncRNA markers for 72 h.** 0 Gy-72 h lncRNA markers were selected from the intersection of all doses in supplementary figure 2F.

**Supplementary Figure 9:** Upstream regulators (genes and proteins) identified in IPA to effect significantly different gene expression profiles across different doses. A), B) and C) represent three different views from the complete list.

**Supplementary Figure 10:** Upstream regulators (drugs and chemicals) identified in IPA to effect significantly different gene expression profiles across different doses. A), and B) represent two different views from the complete list.

**Supplementary Figure 11:** Disease and Biofunction terms identified in IPA to effect significantly different gene expression profiles across different doses. A), and B) represent two different views from the complete list. A) shows repressed biofunctions while B) shows activation processes and biofunctions.

**Supplementary Figure 12:** Gene Ontology was performed using EnrichGO package in R. Y-axis represent the top A) Molecular Function, B) Biological Process and C) Cellular Component terms across different dose time-point combinations shown along X-axis.

How the deposited data were processed for this re-analysis (not part of the article)

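miRNA-seq was analysed for 35 libraries of primary human aortic endothelial cells (hAOEC) at 0, 1, 2, 4, 8 and 10 Gy of X-rays, 24 h or 72 h after irradiation, with 3 libraries in 11 groups and 2 at 2 Gy and 24 h. The mRNA and lncRNA samples of the study were not analysed here.

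The authors deposited a table of raw counts per miRNA and library, which holds 1874 entries, 1727 of known and 147 of predicted miRNAs. Per the paper's methods, libraries were made with the Qiaseq miRNA kit, reads were mapped to hg38 with Bowtie, reads of rRNA, tRNA, snRNA, snoRNA, repeats and mRNA were removed, miRNAs were named after miRBase and others were predicted with miREvo and mirdeep2. The paper's methods name DESeq2 for miRNAs, and the labels of the authors name DESeq 1.8.3. The version of Bowtie, the strand, the treatment of reads with several matches and the use of unique molecular identifiers are not given in the sources used here.

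Total counts per library ranged from 5280993 to 9053615 (median 7145489), a ratio of 1.71. Replicates differed by more than counting noise, with a chi-square per degree of freedom from 5.82 to 108 over 34 pairs of replicates. Intervals for low counts cover counting error only. A group at 0 was given a floor of 3 counts over the group, and ratios to this floor leave out the counting error of the irradiated group. Changes were simulated for 10 Gy against 0 Gy at 72 h, from the means of 0 Gy, the library sizes and a spread estimated over all 35 libraries. Recovery was counted at an adjusted p under 0.05 with no fold change threshold. In this way the test recovered 29 of 31 changes of 1.5-fold among miRNAs over 10 CPM and 5 of 31 among those up to 10 CPM, and 32 of 32 and 16 of 31 changes of 2-fold. The false share of miRNAs passing the adjusted p alone was 1.37% there and 6.21% for 10 Gy and 24 h. Recovery with the added fold change threshold of the main test was not simulated. The simulated spread was not that of 10 Gy and 72 h alone. Replicate pairs of that group had a chi-square per degree of freedom of 31.4 to 108, so recovery there may be lower.

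The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (robust fit, TMM factors, edgeR's filter by group) with 12 groups of dose and time-point in one fit over 638 miRNAs, and with 8 groups of dose class and time-point over 614. Each dose or class was compared with 0 Gy of its time-point, p-values were adjusted by Benjamini-Hochberg within each comparison, and a miRNA was called at an adjusted p under 0.05 and a fold change of at least 1.5. The difference of an effect between the time-points was tested as an interaction, and a linear slope on dose in one fit per time-point. Values given as CPM are TMM-normalised, and log2 CPM used a prior count of 2. Overlap of calls was tested by a one-sided Fisher exact test, grouping of libraries by permuting dose labels within a time-point, and the tree by rpart 4.1.24. Tables and permutations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

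Lists of miRNAs were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated one. They were p53-induced miRNAs, the miR-17-92, miR-106b-25, miR-106a-363 and miR-15b/16 clusters, miRNAs linked to inflammation and NF-kB, the let-7 family, let-7 passenger strands, endothelial-enriched miRNAs, the miR-23/27/24 clusters, the 14q32, Xq27 and C19MC clusters, and miRNAs of striated muscle, smooth muscle and fibroblasts, blood, epithelium, liver and nerve. The tests, these lists, the alternatives except those named as added, and the rule for naming miRNAs were set before the data were examined. The rule named the miRNAs of the paper's text on its own data, Table 1 and Supplementary Figs. 6 and 7, whose values in the paper had been seen, except let-7c-1-3p of Table 1 at 1 Gy and 72 h, a name the count table does not hold, which was left out. It also named the 10 that rose and the 10 that fell most at 10 Gy of each time-point among called miRNAs whose groups did not overlap and whose mean count was at least 50 in the higher group, up to 4 called members of each list at 10 Gy, and the 5 most abundant. The coordinates of precursors are from GENCODE v44 on GRCh38. The count table's miR-7974 was taken for the paper's miR-7974-5p.

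The alternatives were DESeq2 1.42.0, the likelihood ratio test of edgeR, limma's moderated F test with a 2-fold threshold, RLE factors, library totals, no filter, a filter of at least 10 counts in every library of a group, each time-point alone, only the 2 groups compared, the replicate number as a block, other fold change thresholds and each library left out in turn. Replicate numbers were not used to pair libraries in the main test.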

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

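Of the tests in this part, that of the offset in Table 1 was chosen after the result was seen. Replicates of 1 condition are libraries of these cells, and the other splits below ask how often regrouping the same libraries gives as many calls.

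The effect of 10 Gy differed between 72 h and 24 h, by a test of the difference itself, for 22 of the named miRNAs. On the log2 scale the effect at 72 h minus that at 24 h was -3.99 for miR-7974, -1.52 for miR-214-5p, -1.32 for miR-1246, -1.19 for miR-10401-3p, -1.15 for miR-7-5p and -1.15 for miR-3529-3p. It was -1.07 for miR-1268a, -0.95 for miR-4521, -0.93 for miR-15b-3p, -0.75 for miR-378c, -0.73 for miR-378d, -0.69 for miR-18a-5p and -0.69 for miR-17-5p. It was above 0 for miR-181a-5p (0.31), miR-21-5p (0.41), miR-328-3p (0.50), miR-10a-5p (0.57), miR-3909 (0.64), miR-485-3p (0.74), miR-146a-5p (0.80), miR-182-5p (1.40) and miR-183-5p (1.45). miR-214-5p and miR-1246 were higher after irradiation at 24 h, the first at 10 Gy and the second at 8 Gy. In all 77 miRNAs differed, and 11 of 100 splits of the libraries, the real one included, gave as many (highest other 215). All 10 other splits as large kept the 2 groups of 72 h apart, and so the effect at 72 h, and relabelled only 24 h, which points to the structure of the samples. Splits that mixed the groups of 72 h gave at most 15. As those 10 are not free of an effect, the splits do not decide whether chance gives this number.

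In 2 of 24 groups tested, 1 library lay apart from the other 5. miR-7-5p measured 1713 CPM and miR-3529-3p 1696 CPM in replicate 3 of 10 Gy at 72 h, the highest of the 6 libraries of the 8 to 10 Gy class, where the others reached 1478 and 1465 CPM. Chance sets apart about 1 in 20 groups, and the 2 are not separate evidence, since their counts are nearly equal.

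At 10 Gy and 72 h 33 miRNAs were called higher than at 0 Gy. Among those that the naming rule picked and whose groups did not overlap, 18 are not named in the paper's results. The 18 include miR-34a-5p, which its introduction mentions. The log2 fold change was 1.73 for miR-182-5p, 1.60 for miR-183-5p, 1.25 for miR-203a-3p, 1.22 for miR-34c-5p, 1.18 for miR-212-5p, 0.88 for miR-215-5p, 0.81 for miR-412-5p and 0.80 each for miR-3909, miR-485-3p and miR-328-3p. It was 0.74 for miR-664a-5p, 0.66 for miR-486-5p, 0.64 for miR-200b-3p, 0.60 for miR-132-3p, 0.60 for miR-150-5p and 0.59 for miR-34a-5p. For miR-375-3p it was 3.07, from 4 counts at 0 Gy to 40 over 3 libraries each (ratio 7.59, 95% exact interval for counting error only, 2.75 to 29.2). For miR-514a-3p the fitted value of 7.70 depends on the prior count and is no bound. Its counts of 0 and 80 gave a ratio of 20.3 against a floor of 3 counts at 0 Gy, which leaves out the counting error at 10 Gy. Scaled by library totals the effect of 14 of these stayed above 0 but below the thresholds, with miR-375-3p, miR-182-5p, miR-183-5p and miR-514a-3p still called.

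The first pattern weighed is that miR-7-5p and miR-3529-3p, miR-122-5p and miR-122b-3p, and miR-214-5p and miR-3120-3p have nearly equal counts. Their precursors lie on opposite strands of one locus. Of 10000 random pairs of miRNAs adjacent in total count, 0.56% were as close in every library as miR-7-5p and miR-3529-3p. The draw took in rare miRNAs, for which only equal counts are as close, and other pairs on opposite strands of one locus. It therefore does not decide whether chance gives such closeness. Over the 23 other pairs that face each other, the median absolute log2 ratio was 0.03 (17 under 0.2 and 2 over 1), consistent with the 2 names of a pair counting the same reads. The abundance of miR-3529-3p apart from miR-7-5p therefore stays open.

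The second pattern is that miRNAs of the Xq27 cluster, known from testis, were higher at 10 Gy and 72 h than at 0 Gy, from counts near 0. Deeper sequencing at 10 Gy is argued against, since after thinning to one total the ratio was at least 46.5 in 100 draws. A general rise of rare miRNAs is argued against only weakly. By raw counts 2.28% of 1051 others near the floor had every 10 Gy library above every 0 Gy library, against 14.3% of the 14 members. The share of the members rests on few miRNAs of one cluster, and the others needed only a count in some library of the data. RNA of other cells stays open: of 6 lists of other cell types 1, that of liver, was over 1.5-fold higher in every library, from 0.248 to 1.03 CPM over its 2 members. Those of striated muscle (12.7 to 16.2 CPM), smooth muscle and fibroblasts (1098 to 1035), blood (79.8 to 64.9), epithelium (13.7 to 18.9) and nerve (2355 to 2344) were not. The mean summed count from 0 to 10 Gy was 0.333, 0.333, 2.00, 2.67, 15.7 and 13.7 at 24 h and 0.667, 1.67, 4.33, 12.7, 39.0 and 49.3 at 72 h, so a dose effect in the cells may contribute and was not tested apart from RNA of other cells.

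The third pattern is that more miRNAs were called lower than higher at 10 Gy and 72 h. The fold change threshold is consistent with part of it, since 44.5% were lower without one. Normalisation by TMM and the scaling between the groups stay open. TMM factors were 0.814 to 0.899 at 10 Gy and 0.985 to 1.05 at 0 Gy, so library totals lower all fold changes by construction, and RLE factors, with 61.46% lower, gave nearly the same median of all miRNAs as TMM (-0.02 and -0.04), so neither decides. Moving the factors by the offset of the Table 1 log ratios raises all fold changes alike, so the lower share then (41.84%) follows by construction and decides nothing. A biological excess of repressed miRNAs among those changed by 1.5-fold stays open as well.

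For comparisons of 3 libraries with 3 there are 10 splits, too few for a share under 0.05. The real number and the highest of the others were 4 and 0 at 1 Gy, 14 and 0 at 4 Gy, 16 and 1 at 8 Gy and 21 and 0 at 10 Gy at 24 h. At 72 h they were 6 and 0 at 1 Gy, 33 and 0 at 2 Gy, 60 and 0 at 4 Gy, 83 and 0 at 8 Gy and 94 and 1 at 10 Gy. For the 1 Gy class they were 4 and 0 at 24 h and 6 and 0 at 72 h. A share under 0.05 of splits, the real one included, gave as many for the 2 to 4 Gy class (6 against 1 at 24 h, 43 against 20 at 72 h), the 8 to 10 Gy class (13 against 2, and 88 against 23) and the linear trend (35 against 2 at 24 h, 202 against 66 at 72 h). The same held for the miRNAs common to 5 doses at 72 h (4 against 0) and to 3 classes at 24 h (4 against 0) and 72 h (4 against 0). With 56 to 100 splits per number, these shares argue against chance but do not exclude it.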

How the results depend on the processing

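Chosen after the data were seen were the tests that leave out libraries for the trend and for the difference between time-points, and those with the Table 1 offset. Of 89 values of named miRNAs, 53 kept their call and direction under every alternative run. At 10 Gy and 72 h library totals reversed miR-126-3p (-0.0369, from 0.24) and miR-22-3p (-0.118, from 0.15), a scaling that lowers the median of all miRNAs from -0.04 to -0.31. With library totals 17 calls were lost, with DESeq2 2 (miR-365a-5p and miR-132-3p), and 26 values lost their call without 1 library. Libraries of one replicate number had correlations, without group means, of -0.149 to 0.153 at 24 h (median 0.0397, others -0.0146) and -0.074 to 0.163 at 72 h (median 0.0131, others -0.0097), and 6 of 17 and 8 of 18 were most like one of their own number. The replicate block left all 21 numbers of miRNAs within 1.5 times, as did RLE factors and the filter of 10 counts for the numbers they covered. Simulated changes of 1.5-fold were mostly missed among miRNAs up to 10 CPM, and as depth was not varied, its part in this was not tested.

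Where not stated otherwise, the cause was not tested. DESeq2 called 1 miRNA at 2 Gy and 9 at 4 Gy at 24 h, 1 in common to the 5 doses at 24 h and 1 at both time-points at 2 Gy. With no filter the numbers were 9 at 4 Gy and 1 in common at 24 h. With only the 2 groups, and so fewer libraries for the spread, they were 4 at 4 Gy and 10 at 8 Gy at 24 h. The likelihood ratio test gave 10 at 1 Gy and 72 h, 10 in the 2 to 4 Gy class at 24 h and 10 in the 1 Gy class at 72 h. limma's F test with a 2-fold threshold, which is stricter by construction, gave 1, 2, 1, 4 and 4 at 24 h, 10, 29, 37 and 33 at 2 to 10 Gy at 72 h, 0 common to doses and 0 to classes at 24 h and 1 common to doses at 72 h.

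With no fold change threshold, which admits more by construction, the numbers were 13, 12, 27, 35 and 46 at 24 h and 23, 98, 160, 192 and 218 at 72 h, in classes 9, 13 and 42 and 17, 160 and 231, common to doses 6 and 18, to classes 6 at 24 h and 16 at 72 h, and at both time-points 6, 8, 18, 26 and 27. With a 2-fold threshold they were 0, 2, 3, 5 and 9 at 24 h, 0, 10, 33, 44 and 40 at 72 h, 0, 1 and 4 and 0, 20 and 40 in classes, and 0 in common everywhere. With the Table 1 offset and no threshold they were 26, 49 and 103 at 4, 8 and 10 Gy at 24 h and 116, 185, 220 and 235 at 2 to 10 Gy at 72 h. The trend on log2(dose + 1) gave 53 at 24 h. At 10 Gy camera with an estimated correlation moved 1 list at 24 h and 1 at 72 h (2 and 4 with the preset), and fry, which tests another question, 4 and 8. A prior count of 0.5 gave 6 libraries at 24 h with a nearest neighbour of the same dose, and a tree on all miRNAs placed 3 libraries (9 leaving out each replicate number).

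Leaving out 1 library gave 2 to 6 miRNAs at 1 Gy (lowest without 0 Gy replicate 2), 0 to 6 at 2 Gy (1 and 0 without replicate 1 and 3), 5 to 11 at 4 Gy (9 and 8 without 0 Gy replicate 1 and 2, 9, 7 and 5 without 4 Gy replicate 1, 2 and 3), 9 to 13 at 8 Gy (lowest without 8 Gy replicate 2) and 12 to 25 at 10 Gy (lowest without 0 Gy replicate 1) at 24 h. In classes at 24 h it gave 1 to 5 (1 without 0 Gy replicate 2, 2 without 1 Gy replicate 2 or 3), 3 to 9 (lowest without 4 Gy replicate 2) and 12 to 21 (highest without 0 Gy replicate 3), and in the 1 Gy class at 72 h 2 to 6 (3 and 2 without 1 Gy replicate 2 and 3). Common to the doses at 24 h were 0 to 3 (1 without replicate 2 of 0 or 1 Gy or 2 Gy replicate 1, 0 without 2 Gy replicate 3). Common to classes were 1 to 5 at 24 h (1 without 0 Gy replicate 2, 2 without 1 Gy replicate 2 or 3) and 1 to 4 at 72 h (2 without replicate 2 of 0 or 1 Gy, 1 without 1 Gy replicate 3). The trend at 24 h gave 17 to 40 (22 and 17 without 0 Gy replicate 1 and 2). The numbers at 72 h stayed within 1.5 times: 4 to 7, 22 to 35, 46 to 57, 69 to 82 and 75 to 88 from 1 to 10 Gy, and 59 to 90 for the difference between time-points. A lone library left at 2 Gy was assumed to vary like those of other groups.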

Differences from the paper's values

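Of the tests in this part, those with the Table 1 offset were chosen after the values were seen. The paper's text uses a fold change of at least 1.5 with an adjusted p, the legend of Fig. 1 a 2-fold threshold with ANOVA, and the methods for small RNA an adjusted p alone, so its stated thresholds differ among themselves and, for the last 2, from the 1.5-fold and adjusted p used here. All values after "about" were read by eye. Numbers of miRNAs and percentages of variance are said to differ when the larger is over 1.5 times the smaller. Log ratios of Table 1 are said to differ when they lie further apart than the SE of the main test, or have opposite signs. Values said not to differ are therefore not always equal or close.

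For Fig. 1A the paper's numbers of miRNAs higher at 24 h are about 2 at 1 Gy (0 here), about 10 at 4 Gy (6 here), about 9 at 8 Gy (4 here) and about 29 at 10 Gy (5 here). With no fold change threshold the first 3 were 2, 8 and 7 and no longer differed, nor did 7 at 4 Gy with the likelihood ratio test, while that at 10 Gy (11) still differed, as all did under the other alternatives set before the data were examined. At 72 h they are about 4 at 1 Gy (1 here), about 46 at 2 Gy (7 here), about 100 at 4 Gy (13 here), about 140 at 8 Gy (17 here) and about 160 at 10 Gy (33 here) in Fig. 1A. Without a fold change threshold 33, 77 and 121 at 2, 4 and 10 Gy and 6 at 1 Gy no longer differed, and 82 at 8 Gy did. limma's F test gave 3 at 1 Gy, which did not differ, and the other alternatives did. In Fig. 1B the paper has about 11 lower at 1 Gy and 72 h (5 here, 8 with the likelihood ratio test, which did not differ, unlike the rest).

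For dose classes the number of miRNAs higher at 24 h in Fig. 2G is about 2, about 10 and about 44 in the 1, 2 to 4 and 8 to 10 Gy classes (0, 0 and 3 here), and these differed under every alternative. At 72 h Fig. 2G has about 4, about 100 and about 180 (1, 11 and 23 here), of which 4 and 84 with no fold change threshold no longer differed and 117 did. The lower numbers of Fig. 2G were about 14 and about 20 in the 2 to 4 and 8 to 10 Gy classes at 24 h (6 and 10 here). Without that threshold they were 13 and 27, which did not differ, nor did 14 in the second from the mean of the single doses or 17 without 0 Gy replicate 3. At 72 h they were about 11 and about 53 in the 1 and 2 to 4 Gy classes in Fig. 2G (5 and 32 here). The first did not differ with the likelihood ratio test (8) or no threshold (13), the second with library totals (49), the stricter filter (36), the mean of the single doses (38), no threshold (76) or 3 libraries left out (36, 38 and 37).

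The paper gives 10 miRNAs common to the 5 doses at 72 h (4 here, and under every alternative the number differed). Without a fold change threshold there were 18, and the paper's 10 are all among them, while 3 of them are among the 4. The text gives 10 common to the classes at 24 h (4 here, 6 with no threshold, different under every alternative) and 0 at 72 h (4 here, 0 with a 2-fold threshold, which does not differ). Fig. 2I, drawn beside the miRNA bars and headed 72 h, has about 12 in common (4 here, 16 with no threshold, which does not differ), a number that the paper's text gives for lncRNA. The text and the legend of Fig. 2 name different panels for miRNAs, so which of these numbers is for miRNAs is not settled here.

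In Supplementary Fig. 4C the numbers at both time-points are about 2 at 1 Gy (1 here), about 16 at 8 Gy (10 here) and about 26 at 10 Gy (7 here), and 27 at 10 Gy with no fold change threshold did not differ, while 26 at 8 Gy did, as did DESeq2. The first component holds about 16% in Supplementary Fig. 1C and 27.25% here, 30.26% and 24.17% under the alternatives, which differ too. The paper gives 3 libraries at 2 Gy and 24 h, where 2 were analysed here.

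In Table 1 the paper's log ratio of miR-10a-5p is 0.587 at 8 Gy and 72 h (0.43 here, and different under every alternative), and that of let-7f-5p is 0.608 at 10 Gy and 72 h (0.46 here, different under every alternative except 0.54 without 0 Gy replicate 3). The paper calls miR-1-3p at 2 to 10 Gy, miR-506-3p at 8 and 10 Gy, miR-122-5p at 10 Gy, miR-10b-5p at 2 and 4 Gy and miR-1197 at 8 Gy, at 72 h, which were not called here. Without the filter miR-1-3p was called at 4 Gy, with the likelihood ratio test at 10 Gy also, and miR-10b-5p was called at 2 Gy with RLE factors, each time-point alone, only the 2 groups or without 0 Gy replicate 3, and at 4 Gy without 0 Gy replicate 3 or 4 Gy replicate 3. miR-143-3p at 8 Gy and 24 h, and miR-10a-5p and let-7f-5p, passed the adjusted p but not the 1.5-fold threshold.

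The log ratios of Table 1 lie above the log2 fold changes here. At 72 h the offset was nearly the same for the tested miRNAs of a dose, 0.10 at 2 Gy (2 miRNAs), 0.09 at 4 Gy (3) and 0.14 to 0.15 at 8 Gy (4) and 10 Gy (4). At 24 h it was 0.07 to 0.08 at 8 Gy (2) and rests on 1 miRNA each at 4 Gy (0.09) and 10 Gy (0.13). With the factors moved by this offset and no fold change threshold, a setting chosen after seeing the values that drops 0 of the tested Table 1 miRNAs, 121, 146 and 168 miRNAs were higher at 4, 8 and 10 Gy and 72 h, which do not differ from Fig. 1A, while 78 at 2 Gy and 72 h and 17, 33 and 82 at 4, 8 and 10 Gy and 24 h, all above Fig. 1A, do. Other scalings that were looked at did not give the offsets at all doses.

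The paper states that more miRNAs were up- than downregulated at most doses. Here fewer were higher than lower at all 10 doses and time-points at 1.5-fold, and with no threshold more were higher only at 10 Gy and 72 h (121 and 97). With the offset, chosen after the values were seen, and a 1.5-fold threshold, more were higher at 2 of the 7 doses and time-points run, 6 against 5 lower at 4 Gy and 24 h and 57 against 41 at 10 Gy and 72 h. With the offset and no threshold more were higher at all 7, with 9, 16 and 21 lower at 4, 8 and 10 Gy at 24 h and 38, 64, 74 and 67 at 2 to 10 Gy at 72 h. The paper's statements that miRNAs changed more at 72 h and that its markers, 2 at 24 h and 10 at 72 h with miR-27a-5p in both, separate 0 Gy from all doses match the directions found here, with 94 and 21 miRNAs at 10 Gy.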

Other observations

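All tests reported in this part were planned, and all values of lists are for 10 Gy. List medians with library totals at 72 h carry the shift of the median of all miRNAs, from -0.04 to -0.31. miR-143-3p and miR-214-5p, of a list for smooth muscle and fibroblasts, were higher at 10 Gy and 24 h, miR-143-3p from 29.5 ± 1.57 to 45.2 ± 1.50 CPM and miR-214-5p from 2.70 to 5.50 CPM. The list of 10 tested had a median log2 fold change of 0.25 (camera adjusted p = 0.00521, and adjusted p = 0.0268 with an estimated correlation), with 2 higher and 0 lower, also when adjusted over the list alone. The call of miR-143-3p was lost without 0 Gy replicate 1 (0.58) and that of miR-214-5p without replicate 1 (0.96) or 2 (0.94) of 0 Gy or replicate 1 of 10 Gy (0.96). Of the 10, 0 were called by edgeR at 10 Gy and 72 h (1 higher when adjusted over the list alone, 3 higher and 1 lower with no fold change threshold), with a median of 0.20 that was -0.07 with library totals (camera adjusted p = 0.558). miR-214-5p and miR-3120-3p of the opposite strand have nearly equal counts.

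At 10 Gy and 72 h 3 of 6 tested miRNAs of epithelium were higher, miR-200b-3p, miR-203a-3p and miR-375-3p, with a median of 0.76 (camera adjusted p = 0.132), and 0 at 24 h in edgeR, also with no fold change threshold. The call of miR-200b-3p was lost without 0 Gy replicate 3 (0.58) or 10 Gy replicate 3 (0.56), and that of miR-203a-3p without replicate 1 (1.17) or 3 (1.01) of 0 Gy or 1 (1.24) or 3 (1.18) of 10 Gy. Of 2 tested miRNAs of blood 1 was higher at 72 h, miR-150-5p (camera adjusted p = 0.654), a call lost without 0 Gy replicate 2 (0.44) or 10 Gy replicate 1 (0.58), and of 2 of striated muscle 1, miR-486-5p (adjusted p = 0.456), a call lost without 0 Gy replicate 1 (0.58). Of 4 of nerve 0 were called by edgeR at 10 Gy at either time-point, nor with no fold change threshold. No miRNA of the liver list or of the 13 C19MC miRNAs in the table passed the filter.

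Of 18 tested endothelial-enriched miRNAs 2 were higher at 10 Gy and 72 h, miR-10a-5p and miR-10b-5p, and 1 lower, miR-222-5p (6 and 3 with no fold change threshold). Their median of 0.01 became -0.26 with library totals (camera adjusted p = 0.456), and at 10 Gy and 24 h 0 were called by edgeR and 2 were lower with no fold change threshold. miR-126-3p measured 242200 ± 8048 CPM at 0 Gy and 285000 ± 31190 at 10 Gy and 72 h (log2 fold change 0.24, adjusted p = 0.000284), which was -0.04 with library totals. The miR-23/27/24 clusters at 72 h had 0 higher and 1 lower of 11, miR-27a-5p, in edgeR (5 higher and 2 lower with no fold change threshold), and a median of 0.12 that was -0.15 with library totals (adjusted p = 0.456). Of 10 let-7 passenger strands 2 were lower at 72 h, let-7a-2-3p and let-7i-3p (median -0.16, adjusted p = 0.465), and 1 at 24 h, let-7c-3p (median -0.29, adjusted p = 0.0699). The call of let-7i-3p was lost without 0 Gy replicate 1 (-0.52) or replicate 1 (-0.57) or 2 (-0.47) of 10 Gy, and that of let-7c-3p without 0 Gy replicate 1 (-0.60) or replicate 2 (-0.58) or 3 (-0.55) of 10 Gy. At 10 Gy and 24 h 0 of 12 inflammation-linked (adjusted p = 0.212), 0 of 9 let-7 (adjusted p = 0.536) and 0 of 59 14q32 miRNAs (adjusted p = 0.0699) were called by edgeR, and with no fold change threshold 0, 0 and 1.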
